# Intrarenal Renin Angiotensin System Imbalance During Postnatal Life Is Associated With Increased Microvascular Density in the Mature Kidney

**DOI:** 10.3389/fphys.2020.01046

**Published:** 2020-09-01

**Authors:** Carolina Dalmasso, Alejandro R. Chade, Mariela Mendez, Jorge F. Giani, Gregory J. Bix, Kuey C. Chen, Analia S. Loria

**Keywords:** maternal separation, kidney, renin-angiotensin system, microvascular density, renal transcriptome

## Abstract

Environmental stress during early life is an important factor that affects the postnatal renal development. We have previously shown that male rats exposed to maternal separation (MatSep), a model of early life stress, are normotensive but display a sex-specific reduced renal function and exacerbated angiotensin II (AngII)-mediated vascular responses as adults. Since optimal AngII levels during postnatal life are required for normal maturation of the kidney, this study was designed to investigate both short- and long-term effect of MatSep on (1) the renal vascular architecture and function, (2) the intrarenal renin-angiotensin system (RAS) components status, and (3) the genome-wide expression of genes in isolated renal vasculature. Renal tissue and plasma were collected from male rats at different postnatal days (P) for intrarenal RAS components mRNA and protein expression measurements at P2, 6, 10, 14, 21, and 90 and microCT analysis at P21 and 90. Although with similar body weight and renal mass trajectories from P2 to P90, MatSep rats displayed decreased renal filtration capacity at P90, while increased microvascular density at both P21 and P90 (*p* < 0.05). MatSep increased renal expression of renin, and angiotensin type 1 (AT1) and type 2 (AT2) receptors (*p* < 0.05), but reduced ACE2 mRNA expression and activity from P2-14 compared to controls. However, intrarenal levels of AngII peptide were reduced (*p* < 0.05) possible due to the increased degradation to AngIII by aminopeptidase A. In isolated renal vasculature from neonates, Enriched Biological Pathways functional clusters (EBPfc) from genes changed by MatSep reported to modulate extracellular structure organization, inflammation, and pro-angiogenic transcription factors. Our data suggest that male neonates exposed to MatSep could display permanent changes in the renal microvascular architecture in response to intrarenal RAS imbalance in the context of the atypical upregulation of angiogenic factors.

## Introduction

Recent statistics show that nearly 40 million adults in the United States are estimated to have chronic kidney disease (CKD), while around 250 deaths per day are a consequence of end-stage renal disease (Centers for Disease Control Prevention, 2019). The majority of patients with CKD develop hypertension, a risk factor for cardiovascular disease (Ku et al., 2019). A healthy renal function is determined by genetic and environmental factors including low birth weight and intrauterine growth restriction (Franco et al., 2012; Ponzio et al., 2012; Souza et al., 2017). Particularly, both *in utero* and early life are periods of high tissue plasticity, susceptible to stressors and insults that impair the normal development of neuroendocrine, inflammatory, hormonal and autonomic responses (Zandi-Nejad et al., 2006; Hershkovitz et al., 2007; Stangenberg et al., 2015). From birth to age 4, congenital abnormalities and hereditary diseases are the leading causes of kidney disease (US Renal Data System, 2010). However, there is limited understanding of the pathophysiology by which psychosocial factors contribute to kidney disease.

Early life stress (ELS), or chronic behavioral stress during childhood, has been established as an independent cardiovascular disease risk factor (Su et al., 2015; Murphy et al., 2017). Overall, models of fetal programming of cardiovascular disease have been designed to test the effect of environmental stressors including perinatal low-protein diet, growth restriction or beta-dexamethasone exposure (Hershkovitz et al., 2007). These approaches induce a dramatic reduction in glomerular number, with a subsequent renal damage and development of hypertension. The human kidney is functional beginning at week 10 of gestation, and diuresis rate is 10 ml/hr at 32 weeks of gestation (Campbell et al., 1973); however, its maturation is completed during the next several years. In rodents, the developing kidney is particularly vulnerable to adverse perinatal environments affecting both the early and the late nephrogenic period, which will result in impaired renal excretory capacity later in life (Chen et al., 2004; Singh et al., 2013; Walton et al., 2018). Moreover, a hallmark of these models is the well-defined role of the intrarenal renin-angiotensin system (RAS) as a prerequisite for a normal nephron endowment (Guron and Friberg, 2000; Lasaitiene et al., 2003). Conversely, the pharmacological blockade of either angiotensin converting enzyme (ACE) or angiotensin II (AngII) type 1 (AT1) receptor during late nephrogenesis (postnatal days 2–14) impair renal maturation and is associated with the development of hypertension later in life (Loria et al., 2007; Saez et al., 2007).

Maternal separation (MatSep) is a chronic behavioral stress model that mimics the effects of ELS on behavioral, neuroendocrine, metabolic and cardiovascular responses (Loria et al., 2010; De Miguel et al., 2018). In previous studies, we have reported that adult male rats exposed to MatSep are normotensive and display reduced glomerular filtration rate (GFR) (Loria et al., 2013a; Loria and Osborn, 2017) and enhanced sensitivity to *in vitro* and *in vivo* AngII-mediated responses (Loria et al., 2010, 2011). On the other hand, adult female MatSep rats are normotensive but do not undergo impaired GFR or signs of proteinuria (Loria et al., 2013b). Furthermore, female MatSep rats show exacerbated AngII-induced hypertension independent of any significant worsening of the renal function compared to control littermates. In this regard, several studies have shown that hypersensitization to AngII after *in utero* exposure to low pressor doses of AngII occurs in adult male rats only (Johnson and Xue, 2018). This phenomenon can be reversed by renal denervation or ACE inhibitors (Xue et al., 2017). Thus, postnatal stress may exert the sensitization of the renal system via alteration of neuroendocrine, sympathetic and/or immune responses in a sex-specific manner.

As AngII has been shown to play a crucial role in the stimulation of vasculogenesis and angiogenesis during renal development (Sequeira Lopez and Gomez, 2004), MatSep-induced intrarenal imbalance of RAS components during postnatal life could result in permanent structural and/or functional alterations on male rats’ kidneys. Therefore, we investigated the effect of MatSep at different timepoints from neonatal to adult life, in order to determine (1) the renal vascular architecture and function, (2) the intrarenal renin-angiotensin system (RAS) components status, and (3) the genome-wide expression of genes in isolated renal vasculature, with the goal to create an integrative view of underlying mechanisms by which MatSep impact the normal renal structure and function in male rats.

## Materials and Methods

### Maternal Separation (MatSep) Protocol

All experiments were conducted per the National Institutes of Health Guide for the Care and Use of Laboratory Animals, approved and monitored by the University of Kentucky Institutional Animal Care and Use Committee. MatSep was performed using offspring from Wistar Kyoto breeders. All pups were removed from their dam’s cage from postnatal days 2 to 14 of life at the same time of day by transferring the pups to a clean cage in an incubator (30 ± 1°C) for 3 h. The control group was the non-handled litters that remained with their mother (Loria et al., 2010; De Miguel et al., 2017). Different samples were taken under light isoflurane anesthesia at postnatal day 2 (P2), P6, P10, P14, P21, P90, and P180. Female littermates were kept for sampling or included in other studies.

### Experimental Design

Groups were comprised of male rats from at least 4 different litters. Littermates were randomized at different time points. In a first subset, body weight, and kidney weights were recorded while plasma and renal tissue were collected at different timepoints and kidney gene and protein expression in frozen tissue were determined at different timepoints. The whole kidney for P2–P21 and renal cortex for P90 time points were used in the experiments. In this subset, the glomerular filtration rate (GFR) was determined at P21 and P90 in randomized littermates. In a second subset, kidneys were collected in neonates (P10) and adults (P180) to isolate the renal vasculature and perform a genome-wide transcriptome assays using Affymetrix GeneChip microarrays. In the third subset of offspring, male rats were perfused at P21 and P90 with a silicone polymer, and kidneys were collected to measure the microvascular density.

### Micro-Computerized Tomography

A saline-filled cannula was placed in the aorta, the aorta was ligated below and above the renal arteries, and infusion of 0.9% saline (containing 10 units/mL heparin) was initiated under physiological perfusion pressure at a rate of 2 mL/min (Syringe Infusion Pump 22; Harvard Apparatus, Holliston, MA, United States). A small incision was performed in the inferior vena cava to allow the saline infusion to drain. After 10–15 min of saline infusion and when it drained freely from the vein, it was immediately replaced with an infusion of intravascular contrast agent (2 mL/min), which was a freshly mixed radio-opaque silicone polymer contrast containing lead chromate (SkyScan 1076, Bruker Biospin Corp., MA, United States) until the polymer drained freely from the vein as previously reported (Flynn et al., 2013; Tullos et al., 2015). Then, the polymer-filled kidneys were left at 4°C overnight and then immersed in 10% buffered formalin for 72 h before scanning. The kidney samples were scanned at 0.3° increments using a micro-CT scanner (SkyScan 1076 system; Micro Photonics, Inc., Allentown, PA, United States), and the X-ray transmission images were acquired in each angle of view at a resolution of 18 μm and digitized to 16 bits grayscale. Three-dimensional (3D) volume images were reconstructed using a filtered back-projection algorithm and displayed on a computer workstation by volume rendering for display and analysis of renal MV using the Analyze software package (Biomedical Imaging Resource; Mayo Clinic, Rochester, MN, United States).

### Western Blot

The whole kidney at P21 was homogenized and protein concentration was determined using the Bradford assay (Bio-Rad), and then samples containing 30 μg protein/well were loaded in 10% SDS-PAGE and transferred onto PVDF membranes. Membranes were incubating in blocking buffer (5% non-fat dry milk/TBS) for 1 h at room temperature, followed by overnight incubation at 4°C in the presence of antibodies directed against Perlecan primary antibody 1:250 (#sc-25848, Santa Cruz, CA, United States), and GAPDH primary antibody 1:10,000 (#GTX100118, GeneTex). Membranes were washed with TBS–0.1% Tween 20 and incubated in the presence of HRP-conjugated secondary antibody 1:20,000 (#926-32211, 926-68020). Band detection was performed by the LiCor Odyssey imaging system. Blot quantification was performed using NIH ImageJ software.

### Immunohistochemistry

Whole kidneys were collected at P21 and frozen in OCT. Tissue was cut in 20 μm sections using a cryostat and directly mounted onto slides. Sections were fixed with ice-cold acetone/methanol (50:50 mixture) prior to incubating in blocking buffer (5% BSA in 1xPBS with 0.1% Triton X-100) for 1 h at room temperature. The sections were then incubated overnight at 4°C with FITC-conjugated tomato-lectin (1:200; Vector Laboratories, Burlingame, CA, United States). Slides were then washed and coverslipped with fluorescent mounting media (Vector Laboratories, Burlingame, CA, United States) and images were captured using Eclipse Ti microscope/DS-Ri1 CCD color camera and NIS analysis software (Nikon Instruments). Five images per animal were then analyzed for the number of stain-specific positive pixels using Adobe Photoshop (Adobe Inc.). Briefly, images were converted to grayscale, adjusted to a set threshold equal to the antibody staining and the number of pixels calculated. The data were averaged per group and are presented a number of positive pixels.

### Transcutaneous Glomerular Filtration Rate (tGFR)

Renal function was evaluated by transcutaneous measurement of the elimination kinetics of fluorescein isothiocyanate (FITC)-sinistrin (Mannheim Pharma & Diagnostics). Rats were placed under light anesthesia (isoflurane) and the flank area was depilated to apply the transcutaneous receiver on top (NIC-kidney device). The receiver was secured around the body with 3M surgical tape. After the animal awakened from anesthesia, a 5-min baseline trace was recorded. Then, they were injected with 30 μl of FITC-sinistrin (5 mg/100 g BW in 0.9% saline, retroorbital, Fresenius Kabi, Linz, Austria) under light isoflurane using microneedles. After 90 min of measurement, the device was removed. The probe was read to determine t_1__/__2_ in minutes. Renal function was evaluated by the elimination kinetics (three-compartmental model) using the following formula = 21.33/(t_1__/__2_) = GFR (μl/min/100 g BW).

### Intrarenal RAS Components Trajectory

#### Renal Gene Expression by RT-qPCR

RNA was extracted from kidneys using RNeasy mini kit (Qiagen, CA). Briefly, total mRNA was extracted from tissues using TRIZOL reagent (Invitrogen Life Technologies, Carlsbad, CA, United States) according to the manufacturer’s protocol. Rat forward (sense) and reverse (antisense) QuantiTect primers for GAPDH (Entrez ID: 35728), AGT (Entrez ID: 24179), renin (Entrez ID: 24715), AT_1_ receptor (Entrez ID: 24182), AT_2_ receptor (Entrez ID: 24180), ACE (Entrez ID: 24310), ACE2 (Entrez ID: 302668), MAS-1 (Entrez ID: 24180), Neprilysin (Entrez ID: 24590) and aminopeptidase A (Entrez ID: 64017) were analyzed by quantitative real-time RT-PCR as previously reported (Loria et al., 2011). GAPDH was used as a housekeeper gene. Ct values from each sample were normalized to GAPDH expression within the sample (ΔCt) followed by normalization to ΔCt values for AT2 control samples at P2 (ΔΔCt) prior to calculation of relative gene expression (2-ΔΔCt) as previously described (Loria et al., 2011).

#### Renal AGT Protein Content

Renal tissue was homogenized in ELISA buffer (∼100 mg tissue/500 μl) and diluted 1:200 following the manufacturer’s protocol (Immuno-Biological Laboratories America, Minneapolis, MN, United States) (Dalmasso et al., 2019).

#### Renal AngII Peptide Content

Kidneys were excised, drained, weighed, and homogenized in chilled inhibitor cocktail (EDTA 200 mM, PMSF 1 mM, 1,10 phenanthroline 125 mM, Pepstatin A 2 mM, Enalapril 1 mM) and 1 ml of methanol, centrifuged at 4°C for 10 min. The supernatants were dried overnight in a vacuum centrifuge (Savant, Hicksville, NY, United States). The dried residue was kept at −20°C until AngII peptide was determined by radioimmunoassays as described previously (Mitchell et al., 1997).

### Plasma Renin Concentration (PRC)

Whole blood was collected in pre-chilled EDTA-coated tubes, centrifuged at 4°C and rapidly snap-frozen in liquid nitrogen. Immediately after thawing the samples, a protease inhibitor (PMSF) was added to the sample to prevent angiotensin I (AngI) cleavage by other proteases. PRC was determined as the amount of AngI synthesized after incubation with excess of angiotensinogen as previously described (Peng et al., 2001; Mendez et al., 2011). The assay relies on the fact that as long as the concentration of substrate is not limiting, the production of AngI by renin is constant. Substrate consumption is never greater than 3% of total AngI, and therefore assures linearity over time. Thus, plasma samples were incubated with excess rat angiotensinogen at 37°C for 1.5 h, boiled for 10 min, followed by centrifugation at 16,100 *g*. Supernatants were collected and generated AngI was measured using an ELISA kit (Immuno-Biological Laboratories, Minneapolis, MN, United States). Values were expressed as ng AngI/ml, generated per hour of incubation.

### Renal Vasculature Isolation

Following euthanasia, kidneys from neonates (P10) or adults (P180) were removed and immediately placed into a petri dish with cold physiological saline solution (PSS). After removal of the renal capsule, the kidney was placed between a circle sieve of 70-μm pore size for neonates and 100-μm pore size for adult rats (Biodesign, Carmel, NY, United States) as previously reported (Loria and Osborn, 2017). Kidney vessels were immediately isolated by rapid and gentle grating. The kidney vessels were subsequently frozen in liquid nitrogen and stored at −80°C.

### ACE and ACE2 Activity in Neonatal Kidneys

Both ACE and ACE2 activities were measured using fluorescence assays, as previously described (Eriguchi et al., 2018). Briefly, whole snap-frozen kidneys were gently homogenized in 20 mM HEPES (pH 7.3) and centrifuged at 3,000 *g* for 15 min at 4°C. The supernatant was discarded, and the pellets were vigorously re-homogenized in 20 mM HEPES with 0.5% Triton X-100 (pH 7.3). After a second centrifugation at 20,000 *g* for 20 min at 4°C, the supernatant was collected and the protein concentration was determined using a Pierce BCA protein assay kit (Thermo Scientific, Rockford, IL, United States). The ACE activity was measured using 2 μg of protein extract and 10 μM of the fluorescent substrate (Mca-Arg-Pro-Pro-Gly-Phe-Ser-Ala-Phe-Lys(Dnp)-OH (R&D Systems, Minneapolis, MN, United States) with and without the 2 μM ACE inhibitor captopril. ACE2 activity was measured using 3 μg of protein extract and 50 μM of the fluorescent substrate Mca-Ala-Pro-Lys(Dnp)-OH (Anaspec, Fremont, CA, United States) with and without 1 μM of the ACE2 inhibitor DX600. The degradation of the fluorogenic peptides (fluorescence) was measured over time in a spectrophotometer (FLUOstar Omega, BMG LABTECH) at 320 nm excitation and 405 nm emissions. Only the hydrolytic activity inhibited by the specific inhibitors was considered for calculations.

### Microarray

Frozen renal tissue was used to extract and assess RNA purity and integrity. Tissue RNA was isolated from neonates and adults MatSep rats and their control littermates (P10 and P180, respectively; *n* = 5 per group). The genome-wide analysis was performed using rat GeneChip expression RaGene2.0_st arrays (Affymetrix, Thermo Fisher Scientific, United States). The microarray assays were run in the Microarray Core Facility at the University of Kentucky. Briefly, tissue RNA was labeled using WT-IVT whole transcriptome amplification procedure (following Affymetrix rat array protocol). For each sample, the labeled probes were applied on a rat Gene2.0 ST array for hybridization overnight, followed by array scanning to obtain probe signal intensity data file. The array data files of tissue samples were further processed to obtain signal intensity for each gene transcript. Enriched Biological Pathways functional clusters (EBPfc) affected by MatSep were analyzed by gene over-representation analysis using DAVID Functional Annotation Bioinformatics Microarray Analysis v6.8^1^. Data are available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE151402. Extended microarray findings including a general validation can be found in the Supplementary Material.

### Statistical Analysis

Analysis was performed using the GraphPad Prism version 7.00 (Macintosh, GraphPad Software, La Jolla, CA, United States^2^). Data are reported as means ± SE. The criterion for significance was *p* < 0.05. Differences between control and MatSep groups between more than two-timepoints (P2-P90) were determined by two-way ANOVA. Differences in means among groups for non-repeated variables were compared by *t*-test when normality was verified.

For the statistical analysis of the microarray data, gene specific analysis (GSA) model implemented in Partek Genomics Suite (Partek, Inc., MO) was used to assess differential expression among the four experimental groups. Each RNA transcript signal intensity was first normalized to its mean value across all samples from the four experimental groups. Differentially expressed genes affected by MatSep in neonates and adult rats were identified by *post hoc* pair-wise comparisons.

## Results

### Effect of MatSep on Renal Mass and Function

Exposure to maternal separation did not affect the body weight trajectory from P2 to P90 in male rats (Figure 1A). In addition, MatSep and control rats displayed similar kidney weights at the same time points (Figure 1B). MatSep and control weanlings showed similar GFR. However, although older animals showed increased renal filtration capacity was increased in older rats, MatSep reduced GFR when compared with control littermates. These data indicate that MatSep induces long-term changes in renal function that are not caused by low birth weight or reduced renal mass (Figure 1C).

**FIGURE 1:**
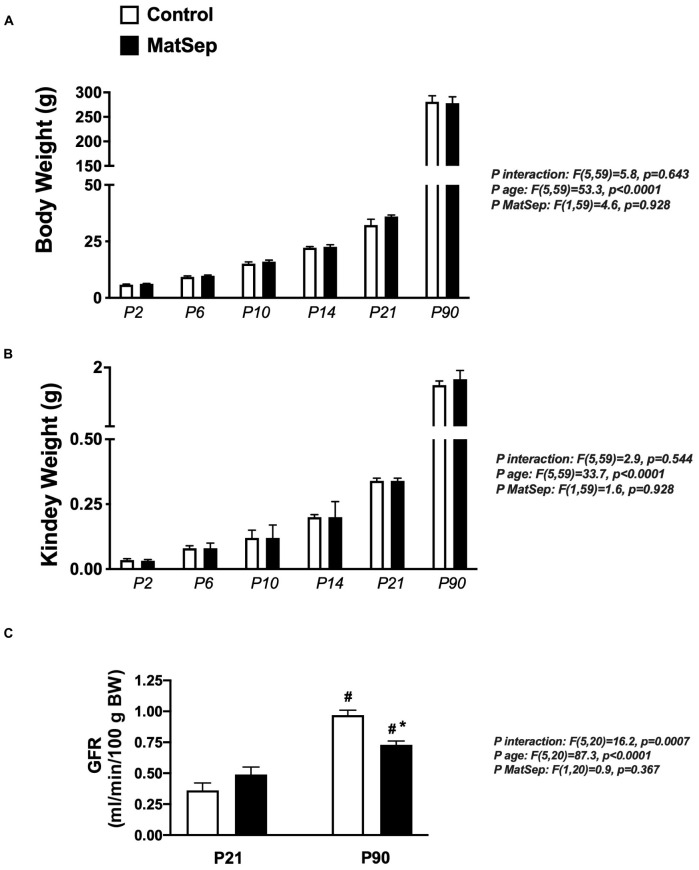
Effect of MatSep on the trajectory from neonatal to adult male rats in: **(A)** body weight, **(B)** Kidney, and **(C)** conscious GFR. #*p* < 0.05 vs. P21, *p < 0.05 vs. C. P: postnatal day. *n* = 6–8 per group.

### Effect of MatSep on Renal Microvascular Architecture

In response to MatSep, the number of vessels in the 0–200 and 0–500 μM range in kidneys from 21-day-old weanlings was significantly increased in both medulla and cortex areas (Figure 2A). Similarly, microvascular density was increased in kidneys from MatSep rats at P90 (Figure 2B), suggesting that MatSep exerts early, long-lasting effects on the density of the renal microvasculature. Figures 2C,D show representative images of the renal vascular tree at P21 and P90, respectively.

**FIGURE 2:**
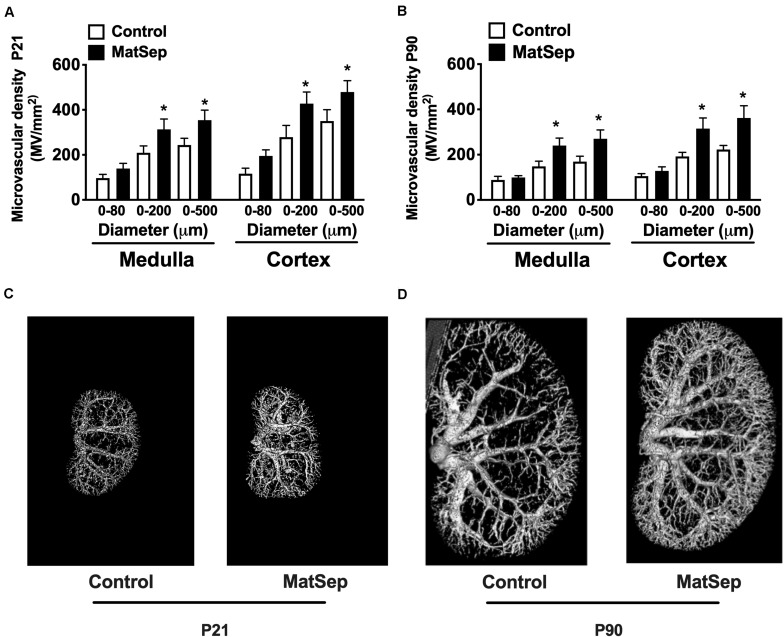
Effect of maternal separation (MatSep) on microvascular density in renal cortex and medulla at **(A)** P21 and **(B)** P90. Renal microphotographs in Control (right) and MatSep (left) at **(C)** P21 and **(D)** P90. P: postnatal day. *p < 0.05 vs. C. *n* = 5–7 per group.

Furthermore, we determined perlecan (a marker of basement membrane) and tomato-Lectin (a marker of vascular endothelium) in kidneys from P21 rats. While perlecan protein expression was similar between groups (1.1 ± 0.1 vs. 0.9 ± 0.2 AU, Figure 3A), tomato-Lectin staining was reduced in kidneys from MatSep compared to control (32687 ± 4185 vs. 52578 ± 5988 positive pixels, *p* < 0.05, Figure 3B). Thus, MatSep induces a mismatch between increased microvasculature and cells expressing vascular endothelium in kidneys.

**FIGURE 3:**
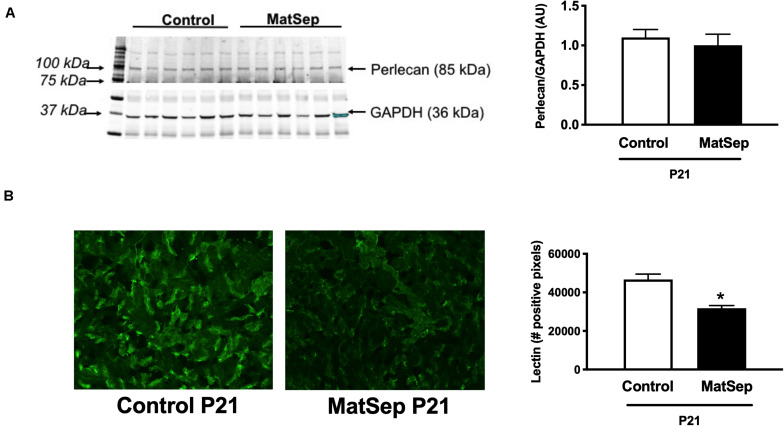
Effect of maternal separation (MatSep) on: **(A)** renal protein expression of perlecan, and **(B)** immunostaining intensity for lectin in 3-week old male weanlings (P21). *p < 0.05 vs. C. *n* = 5 per group.

### Effect of MatSep on Intrarenal RAS Trajectory

In the neonatal kidney, angiotensinogen (AGT) mRNA expression was not statistically different among the groups (Figure 4A). Renin (Figure 4B), Agtr1 (AT1) receptors (Figure 4C) and Agtr2 (AT2) receptors (Figure 4D) mRNA expression were higher in MatSep offspring between P6-P14 compared to controls. Renin and AngII receptors mRNA abundance were similar in kidneys from MatSep and control adult rats and significantly reduced compared to neonatal levels.

**FIGURE 4:**
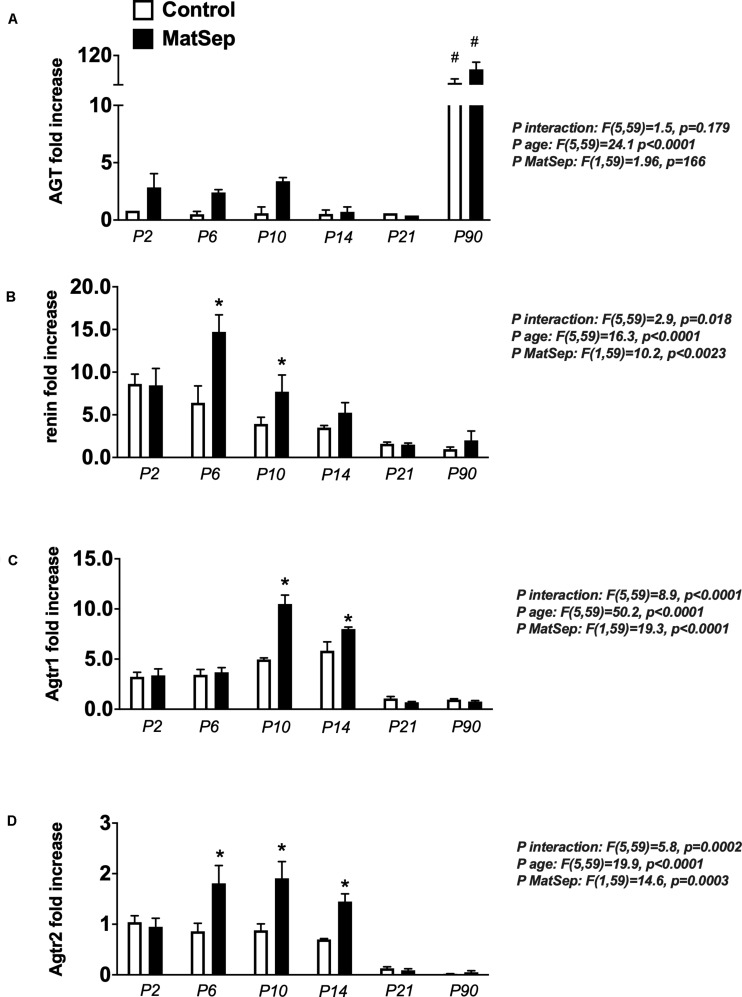
Effect of maternal separation (MatSep) on intrarenal RAS mRNA expression trajectory from P2 to P90: **(A)** Angiotensinogen (Agt), **(B)** renin, **(C)** angiotensin type 1 receptor (Agtr1) and **(D)** angiotensin type 1 receptor (Agtr2). Each RAS component was normalized to Agtr2 receptor control levels at P2. #*p* < 0.05 vs. P2–P21, *p < 0.05 vs. C. *n* = 6–8 per group.

Notably, ACE mRNA expression was unchanged from P6-14 in MatSep neonates (Figure 5A), while ACE activity was increased (Figure 5B). However, both ACE2 mRNA and enzymatic activity were significantly reduced in kidneys from MatSep neonates compared to controls. In addition, the ACE/ACE2 ratio at P6 was ∼10 fold increased in MatSep tissue (Figure 5C). Furthermore, enpep (aminopeptidase A), another RAS enzyme which converts AngII to AngIII, was increased by MatSep during this postnatal window.

**FIGURE 5:**
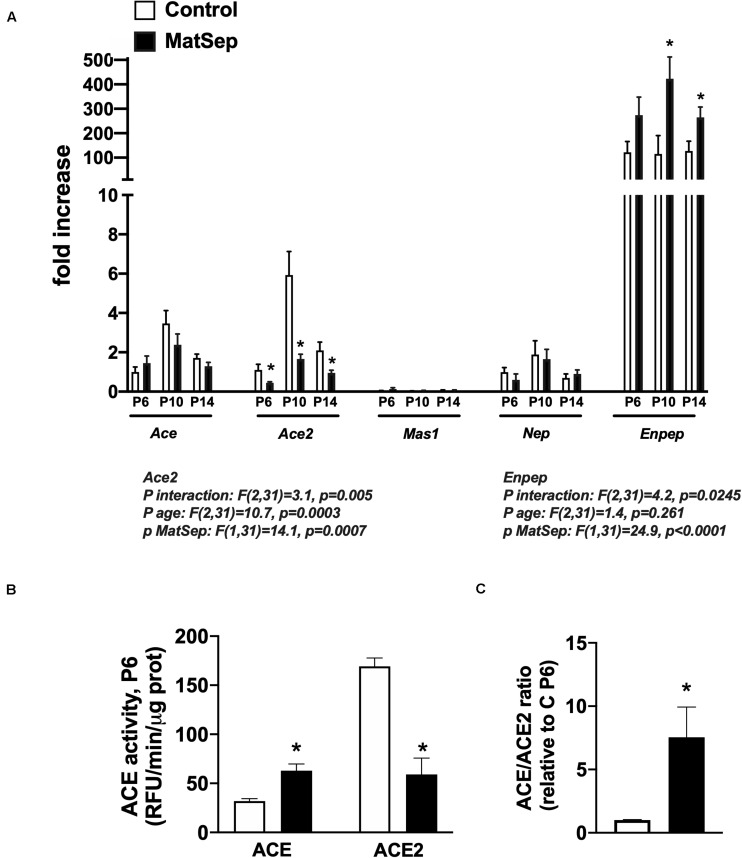
Effect of maternal separation (MatSep) on intrarenal RAS components at postnatal day 6, 10, and 14 in male neonates: **(A)** Ace, Ace2, Mas1, Nep, and Enpep; **(B)** ACE and ACE2 enzymatic activity; **(C)** ACE/ACE2 ratio. *p < 0.05 vs. C. *n* = 4–8 per group.

Renal AGT protein content was not significantly different between groups at any age (Figure 6A); however, AngII peptide levels were reduced by MatSep at P2, 6, 10, and 14 (Figure 6B). Nevertheless, PRC was increased at P6, P10, and P14 (Figure 6C).

**FIGURE 6:**
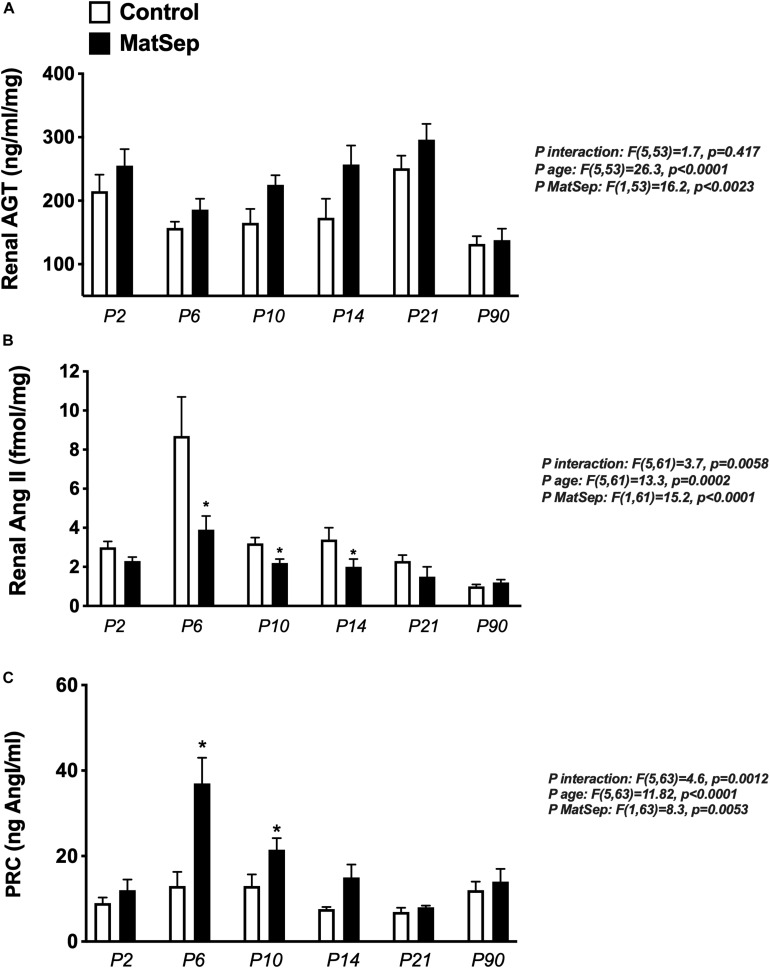
Effect of maternal separation (MatSep) on RAS trajectory from neonatal to adult life in: **(A)** renal angiotensinogen (AGT), **(B)** renal angiotensin II (AngII), and **(C)** plasma renin concentration (PRC) in ng AngI/ml generated per hour of incubation. *p < 0.05 vs. C. *n* = 6–8 per group.

### Age Effect on Gene Expression in Isolated Renal Vasculature From Control Rats

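Gene expression was measured in isolated renal vasculature of male Wistar Kyoto rats, with 5 control and 5 MatSep samples at P10 and 5 control and 5 MatSep samples at P180. Kidney vessels were isolated by grating the kidney on a sieve with smaller pores for neonates than for adults, so the preparation differed with age. RNA of each sample was hybridized to 1 RaGene2.0_st array. The authors deposited normalized signal intensities per transcript on a linear scale (RMA in the sample labels), and their log2 was taken here. The median log2 intensity of an array was 6.05 to 6.18 (median 6.17) in P10 controls, 6.00 to 6.14 (median 6.09) in P10 MatSep rats, 6.02 to 6.14 (median 6.09) in P180 controls and 6.05 to 6.14 (median 6.07) in P180 MatSep rats. Of the 36685 transcripts on the array, the platform annotation gives 1 gene symbol for 18511, several for 575 and lists none for 17599. The 18511 transcripts with 1 symbol were tested without a filter on dim transcripts, and 3519 of them had a mean log2 intensity under 5. limma fitted 1 mean per group to all 20 arrays, with 16 residual degrees of freedom, and p-values were adjusted by the Benjamini-Hochberg method over these transcripts. A fold change is given as the difference between group means of log2 intensity, with the standard error (SE) of the fit. The number of arrays limits the precision. The labels do not give the litter of each rat, so litter could not enter the fit and the rats were treated as independent. By the methods, litters were separated or left with the dam as a whole, and each group drew on 4 or more litters. The methods of the arrays also call the controls littermates of the MatSep rats. Littermates within a group would make the p-values too small. The sample numbers in the labels form 4 runs, 1 to 6 and 8 to 11 at P180 and 14 to 17 and 19 to 24 at P10. Each run holds as many MatSep as control samples, so a block for the runs leaves the fold changes of MatSep as they are and changes only their errors. With treatment in the model, 3539 transcripts differed between the runs at P10 and 48 between those at P180 at an adjusted p under 0.05. In a principal component analysis, the first component held 71.0% of the variance and parted the ages, and the second held 6.81%.

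**Figure D1:**
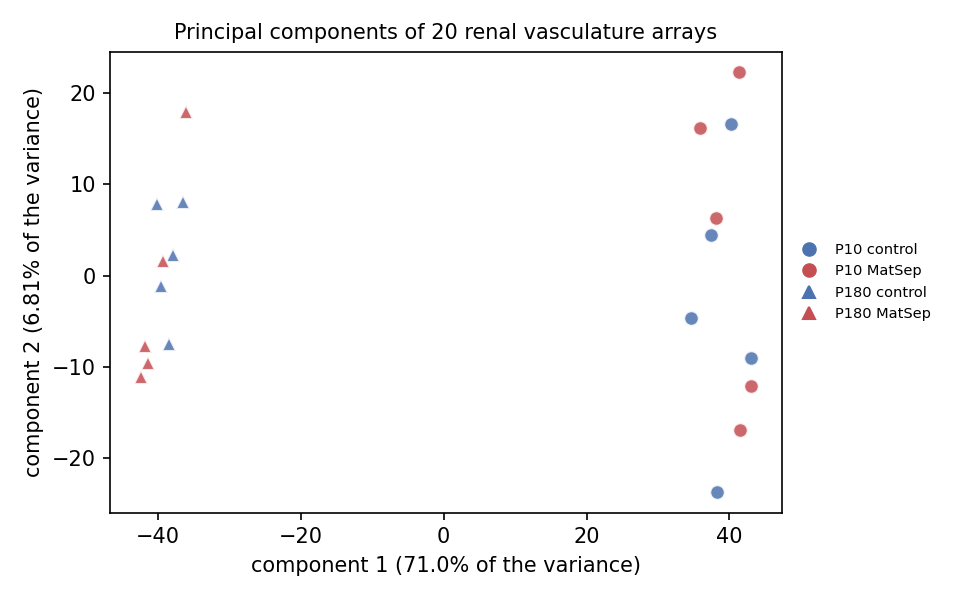
Principal components of the log2 intensities of the 18511 transcripts in the 20 arrays, with component 1 (71.0% of the variance) on the x axis and component 2 (6.81%) on the y axis; circles are P10 and triangles P180 samples, blue control and red MatSep. The ages lie at opposite ends of component 1, and MatSep and control samples of an age lie among each other.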

Comparisons were made taking as a reference the changes in gene expression underwent by control samples from neonatal to adult life (P10 and P180). Of a total of 20258 annotated genes RNA transcripts, 12821 genes did not have significant changes in gene expression associated with age (*p* < 0.03 at step-up FDR < 0.05). However, 3745 genes showed a higher expression in neonates compared to adults and called “early life” genes. 

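Markers of the vascular endothelium went both ways with age in control rats. Of 20 measured endothelial markers, 2 were higher at P180 than at P10, 5 were lower and 13 did not pass the test, with the same counts when adjusted over the list alone. Flt1, a receptor of vascular endothelial growth factor, had a log2 fold change from P10 to P180 of 0.66 (SE 0.12), and Cd34, Tie1 and Cdh5, the gene of the junction protein VE-cadherin, fell by 0.75 (SE 0.11), 0.64 (SE 0.13) and 0.67 (SE 0.14). The mean log2 fold change over the endothelial list was -0.06 (exact permutation test over the 5 controls of each age, 2-sided, p = 0.698). Of 36 tubular markers, 11 were higher at P180, 8 were lower and 17 did not pass, also when adjusted over the list alone. The amino acid transporter gene Slc3a1 (0.68, SE 0.09) and Miox, an enzyme of inositol breakdown (0.83, SE 0.14), rose with age, while Hsd11b2, which inactivates corticosterone, and Scnn1g, a subunit of the epithelial sodium channel, fell by 0.80 (SE 0.13) and 0.78 (SE 0.15). Genes of sprouting angiogenesis were more often lower in adults: of 34, 16 fell, 5 rose and 13 did not pass, with the same counts when adjusted over the list alone. Among them Aplnr, the apelin receptor, fell by 1.41 (SE 0.13), and Esm1, a product of endothelial tip cells, rose by 2.13 (SE 0.09). The mean of the sprouting list was -0.20 (camera, adjusted p = 0.0419 and adjusted p = 0.863 with an estimated correlation). Over all genes, 10119 of the 18511 transcripts did not pass an adjusted p of 0.05 in limma.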

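Genes of dividing cells were among those with higher expression in neonates. All 25 measured cell cycle genes fell from P10 to P180, also when adjusted over the list alone, by a mean of 2.27 on the log2 scale (camera, adjusted p = 1.9e-30). Mki67, a marker of cycling cells, fell from 11.08 ± 0.08 to 6.97 ± 0.13 (mean log2 intensity ± SD, n = 5 control rats per age, transcript 17637913), and Top2a, the topoisomerase of dividing cells, fell by 4.17 (SE 0.12). The histone gene H2ac4 fell by 4.74, the kinetochore gene Ska3 fell by 3.39 and Knl1, also of the kinetochore, fell by 3.34. Of 30 collagens and elastic fibre genes, 25 were lower at P180, 1 was higher and 4 did not pass (26, 1 and 3 when adjusted over the list alone). Col1a1, a chain of type I collagen, fell by 2.64 (SE 0.21) and fibronectin, Fn1, by 1.62 (SE 0.14). The mean over the collagen list was -1.30 (camera, adjusted p = 1.1e-12 and adjusted p = 0.301 with an estimated correlation). Of 9 fetal and imprinted growth genes, 8 fell and 1 rose, also when adjusted over the list alone; the growth factor Igf2 fell by 1.97 (SE 0.24) and its regulator Plagl1 by 1.56 (SE 0.09), and the list had an adjusted p of 0.000327 in camera. The imprinted list had an adjusted p of 0.0158 with an estimated correlation, and so had the cell cycle list. Other large falls with age were those of the alcohol dehydrogenase Adh6 (5.41 lower, from 11.36 to 5.95, transcript 17743051), the prostaglandin synthase Ptgs2, which fell by 4.25, Aldh1a2, an enzyme of retinoic acid synthesis, which fell by 3.61, Sprr1a, which fell by 4.12 (SE 0.59), and the ephrin receptor Epha7, which fell by 3.36. In all, 3820 transcripts were higher at P10 at an adjusted p under 0.05 from limma. Each run of sample numbers holds samples of 1 age only, so the runs cannot be set apart from age within a run.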

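Most interferon-stimulated, antigen presentation and macrophage genes were higher in adult than in neonatal renal vasculature of control rats. Of 17 interferon-stimulated genes, 16 rose with age and 1 did not pass, also when adjusted over the list alone; Irf7, a transcription factor of the interferon response, rose by 3.25 (SE 0.15) and the antiviral gene Mx1 by 3.03 (SE 0.14). All 10 measured antigen presentation genes rose, also when adjusted over the list alone, among them RT1-Da, an MHC class II chain (2.80, SE 0.13), and Cd74, the invariant chain (1.88, SE 0.10). Macrophage and monocyte markers followed: of 19, 14 rose, 1 fell and 4 did not pass (the same when adjusted over the list alone), with Ctss, a lysosomal protease, rising by 3.72 (SE 0.14) and Cybb, a subunit of the NADPH oxidase, by 3.16 (SE 0.11). The mean log2 fold changes of these 3 lists were 1.74, 1.58 and 1.61 (camera, adjusted p = 1.1e-12, 5.5e-09 and 1.3e-10 and adjusted p = 0.0541, 0.0246 and 0.0575 with an estimated correlation). Vascular smooth muscle markers were also higher in adults, 11 of 13 with 2 not passing, also when adjusted over the list alone; desmin, Des, rose by 1.62 (SE 0.28) and transgelin, Tagln, by 1.24 (SE 0.25). Their mean was 1.24 (camera, adjusted p = 0.00403 and adjusted p = 0.765 with an estimated correlation). Among single genes, Dhrs7l1, a short-chain dehydrogenase, had the largest rise, from 5.58 ± 0.20 to 12.67 ± 0.17 (mean log2 intensity ± SD, n = 5 per age, transcript 17822573), a 137-fold change with an adjusted p of 2.8e-20 from limma. The cytochrome P450 genes Cyp4a8 and Cyp2c11 rose by 6.80 and 4.56, the transporter gene Slc7a12 by 6.25, Akr1c12l1 and AKR1C3l1 of the aldo-keto reductases by 6.05 and 5.00, Gba3 by 4.94, Ugt2b35 by 4.77, Tff3 by 4.37 and Slfn4 by 4.21. In all, 4572 transcripts were higher at P180 at an adjusted p under 0.05.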

The 3692 remaining genes showed a higher expression in adults compared to neonates and were classified as “adult life” genes. 

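At P10, 3 genes were higher in the renal vasculature of MatSep rats and none was lower at an adjusted p under 0.05 from limma. Sfrp4, a secreted inhibitor of Wnt signalling (transcript 17719660), rose from 5.60 ± 0.47 to 7.15 ± 0.62 (mean log2 intensity ± SD, n = 5 per group), a 2.93-fold change (adjusted p = 0.0218). Its log2 fold change was 1.78 in samples 14 to 17 and 1.40 in samples 19 to 24 (adjusted p = 0.0223 with the runs as a block). Ccr1, a receptor for inflammatory chemokines (transcript 17856785), rose from 5.10 ± 0.04 to 5.57 ± 0.11 (SD, n = 5), a 1.38-fold change (adjusted p = 0.0218, 0.40 and 0.51 in the runs). Tnxa-ps1 (transcript 17756588), a pseudogene close in sequence to tenascin XB, so that its signal is uncertain, had a log2 fold change of 1.21 (SE 0.20, adjusted p = 0.0430 and 0.0802 with the block, 0.92 and 1.41 in the runs). All 5 MatSep samples lay above the mean of the controls for each of these genes. At P180, 6 genes passed, 3 higher and 3 lower with MatSep. The clock genes Ciart, Dbp and Tef were the higher ones, and the clock gene Bmal1, RT1-CE13 and Nav3 the lower ones, all in 5 of 5 MatSep samples. RT1-CE13 (transcript 17759462) is an MHC class I gene of a multigene family, so its signal is uncertain; it fell by 0.92 (adjusted p = 0.0266, -1.07 in samples 1 to 6 and -0.70 in samples 8 to 11). Next to these but not passing at P10 were Mfap5 and Col6a6, a collagen chain (0.84, adjusted p = 0.0897), on the higher side and Kcnmb4, a potassium channel subunit (-0.41), B4galnt4, a glycosyltransferase (-0.33), Tspan8 (-0.46), Ccdc68 (-0.46) and Odf2l (-0.43) on the lower side, with adjusted p-values of 0.119 to 0.143 for these 5. In adults they were Cyp1a1, a target of the aryl hydrocarbon receptor (0.66, adjusted p = 0.0508, and 0.0150 with the runs as a block, where it passed), Usp2, and Serpina6, the corticosteroid-binding globulin (-0.42, adjusted p = 0.0737). Over both ages together, no transcript passed limma's test of MatSep (1101 at an unadjusted p under 0.05, 524 higher and 577 lower), and 9 passed at 1 age or the other. The counts of higher and lower genes rested on single arrays: at P10 they were 112 and 41 without control replicate 2, 37 and 7 without MatSep replicate 1, and 0 and 0 without control replicate 1, 4 or 5 or MatSep replicate 3; at P180 they were 19 and 19 without control replicate 4 and 0 and 0 without control replicate 2 or 3 or MatSep replicate 1. With the runs as a block, 2 genes were higher and none lower at P10, where run 14 to 17 alone gave 1 and run 19 to 24 none, and 7 were higher and 9 lower at P180, where run 1 to 6 gave 1 and 1 and run 8 to 11 none. Other choices of the fit also moved the number of genes called at P10 and P180. It was 485 and 17 with array weights, 1 and 0 without moderation of the variance, and 0 and 0 in a fit of only the groups compared.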

A total of 489 genes altered by MatSep (FDR < 0.05). In addition, we identified 368 genes in which the expression was affected by the *MatSep x Age* interaction (FDR < 0.4). 

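In the main fit, to all arrays without a block or array weights, no single gene passed limma's test of a difference between the ages in its response to MatSep. Of the genes with the smallest p, the effect at P180 minus that at P10 was -0.62 for Ccr1 (log2, SE 0.10, adjusted p = 0.0754), -1.44 for the growth factor Clec11a, -0.80 for the scavenger receptor Ssc5d, -1.62 for the complement component C7 and -1.10 for Olr1, a receptor of oxidized lipoproteins (adjusted p = 0.0816 for each of the 4). On the other side stood Tspan8, a tetraspanin (0.67, adjusted p = 0.108), Fam169a (0.62), Slc4a1, an anion exchanger (0.69), Lhx3 (0.65) and Cnksr1 (0.58), with adjusted p-values of 0.137 to 0.140 for these 4. With the runs as a block, all of these genes but Lhx3 (adjusted p = 0.0631) passed, with adjusted p-values of 0.0378 to 0.0459. Some genes tested as lists differed. The angiogenic Up genes of Table 2 had a mean interaction of -0.53 and the inflammatory Up genes of Table 3 one of -0.56 (adjusted p = 0.0404 for both in camera with an estimated correlation); adjusted over the list alone, 16 of 34 and 25 of 45 were lower and none was higher. With the runs as a block, these adjusted p-values were 0.0856 and 0.0708. The downstream genes of Table S2, each signed by its direction in the table, had a mean interaction of 0.50 (adjusted p = 0.0115 with an estimated correlation, 0.0196 with the block). The paper sorted these 3 lists by direction in the same samples, so they are not independent evidence of direction. The paper describes the downstream genes as similar between groups in neonates and changed in adults. Their difference between the ages is thus not independent evidence. Tables 2 and 3 set most of their Up genes in bold for a change in these neonates. The differences between the ages in the angiogenic and inflammatory lists are thus not independent evidence either. Collagens (-0.81), fibroblast markers (-0.81), macrophage markers (-0.36) and adipocyte markers (-1.32) went with the angiogenic and inflammatory genes (adjusted p = 0.0565, 0.0523, 0.0565 and 0.175 with an estimated correlation). At an adjusted p under 0.4, 603 transcripts showed an interaction, 371 with a lower and 232 with a higher effect at P180; at an unadjusted p under 0.05 they were 1674. At 0.05, none passed in the main fit to all arrays, 24 passed with the runs as a block, and 52 passed without P10 control replicate 2, 42 without P180 control replicate 4, 12 without P10 MatSep replicate 1 and 1 without P10 control replicate 3. With array weights the count was larger than any of these, and genes also passed with the replicate numbers as a block.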

A detailed description of *MatSep x Age* interactions on isolated renal vasculature gene expression can be found in the Supplementary Excel Spreadsheet.

### Effect of MatSep on Isolated Renal Vasculature Transcriptomics

Renal vasculature of MatSep neonates showed increased RAS of (Table 1), angiogenic (Table 2) and inflammatory (Table 3) gene expression compared with controls. 

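In neonates, the angiogenic and the inflammatory genes were higher in MatSep than in control vasculature, each by a mean of 0.39 on the log2 scale, while the RAS genes had a mean of 0.08. Of 34 angiogenic Up genes of Table 2, 33 had a higher mean with MatSep; none passed over all genes and 17 rose when adjusted over the list alone. The mean of the list was 0.30 in samples 14 to 17 and 0.46 in samples 19 to 24, and it was higher in 5 of 5 MatSep samples than in the mean control (exact permutation test, p = 0.0238). Of 45 inflammatory Up genes of Table 3, 41 had a higher mean; Ccr1 rose over all genes and 25 rose when adjusted over the list alone (0.23 and 0.50 in the runs, exact permutation test, p = 0.0238). Camera gave an adjusted p of 9.3e-19 and 6.4e-24 for these lists and 0.0384 for both with an estimated correlation (0.0819 for both with the runs as a block). Of 26 RAS genes of Table 1, 18 had a higher mean, none passed over all genes, and 2 rose when adjusted over the list alone (0.07 and 0.09 in the runs). The RAS list lay above every control in 5 of 5 MatSep samples (exact permutation test, p = 0.00794, the smallest that 5 against 5 allow) and had an adjusted p of 0.0544 in camera, 0.0481 with the block, and 0.170 with an estimated correlation. Tables 2 and 3 sort their genes by direction in these samples and set most Up genes in bold. The direction, tests and counts of the angiogenic and inflammatory lists are thus not independent evidence. Genes of vessel sprouting that were listed without regard to the tables had a mean of 0.10, with none passing over all genes or when adjusted over the list alone (camera, adjusted p = 0.0139 and adjusted p = 0.706 with an estimated correlation). Markers of other cell types were higher in the same MatSep samples: adipocytes by 1.17, fibroblasts by 0.59 and macrophages by 0.29, with 19 of 22, 12 of 15 and 10 of 19 rising when adjusted over the list alone and none over all genes. These 3 lists had an adjusted p of 0.107, 0.0800 and 0.0692 with an estimated correlation; within the runs their means were 0.65 and 1.51, 0.49 and 0.65, and 0.11 and 0.42. The angiogenic Up list shares 2 genes with the fibroblast list and 1 with the macrophage list, and the inflammatory Up list shares 2 with the adipocyte list and 1 with the macrophage list. From the upregulation of pro-angiogenic and pro-inflammatory genes, the paper proposes that these genes may contribute to the altered renal microvascular architecture of MatSep rats, and its discussion names Mfap5 and Fabp4.

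**Figure D2:**
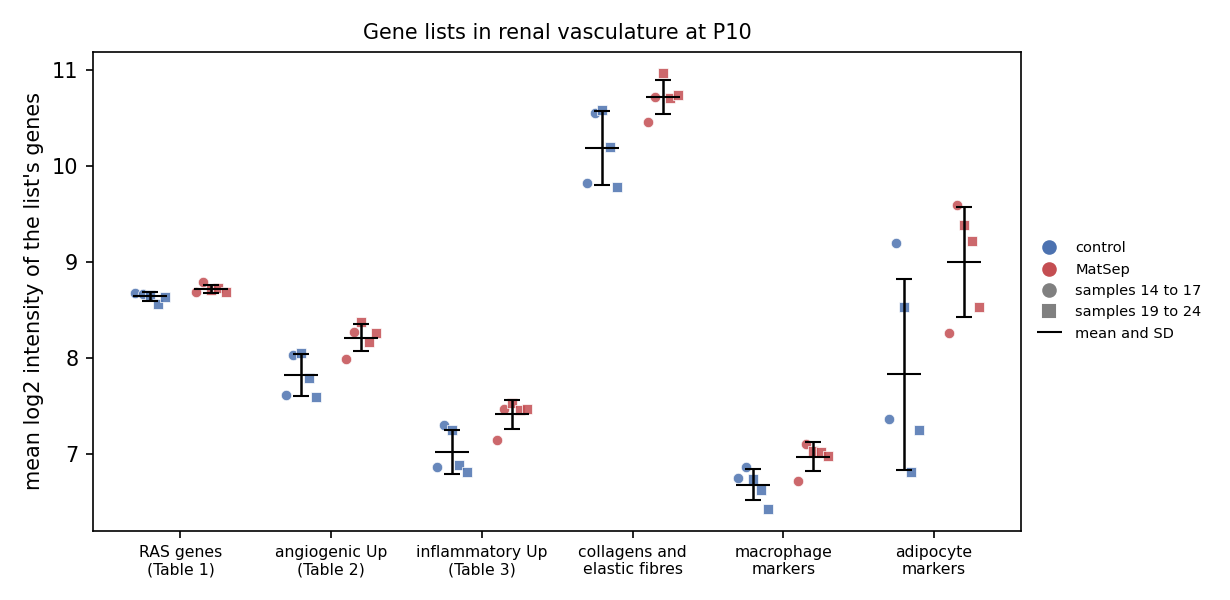
Mean log2 intensity per sample of the RAS, angiogenic Up, inflammatory Up, collagen, macrophage and adipocyte lists at P10 in control and MatSep rats (5 per group); circles are samples 14 to 17 and squares samples 19 to 24, with the mean and SD of each group. The groups' means differ by 0.08 in the RAS list, 0.39 in the angiogenic and inflammatory lists and 1.17 in the adipocyte list.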

Ace2 transcript was not included in the rat microarray that was used for this study.

**TABLE 1:** Effect of MatSep on RAS gene expression trajectory from neonate-to-adult life.

**RefSeq**	**Gene**	**Fold Increase Neonate**	***p*-value**	**Fold Increase adult**	***p*-value**
	***Classical***				
**NM_030985**	**Agtr1a**	**1.14**	**0.020**	−1.080	0.150
**NM_012576**	**Nr3C1**	**1.11**	**0.004**	1.023	0.482
NM_134432	AGT	−1.07	0.484	−1.135	0.214
NM_012642	REN	−1.02	0.800	1.042	0.657
NM_012544	ACE	1.16	0.239	1.100	0.458
ENSRNOT00000052018	Nr3C2	−1.09	0.169	1.039	0.513
NM_017080	HSD11b1	−1.02	0.717	1.008	0.902
ENSRNOT00000023130	HSD11b2	−1.03	0.738	1.075	0.482
	***Non-classical***				
**NM_012494**	**AGTR2**	**1.59**	**0.003**	−1.082	0.563
**ENSRNOT00000021840**	**IGF2R**	**1.16**	**0.027**	1.039	0.531
NM_012757	MAS1	1.08	0.607	1.214	0.229
NM_001007091	ATP6AP2	−1.06	0.519	1.008	0.925
NM_031012	ANPEP	−1.07	0.253	−1.054	0.398
ENSRNOT00000009198	RNPEP	1.04	0.521	−1.002	0.970
	***Related***				
**ENSRNOT00000014970**	**CPA3**	**1.61**	**0.005**	−1.01	0.939
**NM_031523**	**KLK1**	**1.34**	**0.014**	1.02	0.843
NM_012608	MME	−1.22	0.088	1.04	0.702
ENSRNOT00000010831	CYP11A1	−1.08	0.197	1.04	0.724
NM_012538	CYP11b2	−1.01	0.971	1.07	0.657
NM_012537	CYP11b1	1.21	0.151	−1.22	0.136
NM_012753	CYP17A1	1.13	0.316	1.10	0.106
ENSRNOT00000006087	EGFR	1.07	0.233	−1.07	0.265
NM_001113403	LNPEP	1.02	0.661	1.00	0.926
NM_053748	DPP3	1.01	0.724	1.03	0.329
NM_134334	CTSD	−1.01	0.823	1.08	0.408
NM_001011959	CTSA	−1.02	0.838	1.05	0.634
ENSRNOT00000000360	PREP	1.00	0.951	1.01	0.902

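The angiotensin type 2 receptor had the smallest p in the RAS list at P10. Its gene Agtr2 (transcript 17869820), had a mean log2 intensity of 5.72 ± 0.48 in control and 6.54 ± 0.41 in MatSep neonates (SD, n = 5), a log2 difference of 0.82 (SE 0.19) that passed when adjusted over the list alone (adjusted p = 0.00799) but not over all genes (adjusted p = 0.153). Its log2 fold change was 0.49 in samples 14 to 17 and 1.05 in samples 19 to 24, and 5 of 5 MatSep samples lay above the control mean. Agtr1a, the type 1a receptor, had a difference of 0.21 (SE 0.08, adjusted p = 0.377 over all genes and 0.133 over the list alone, 0.12 and 0.27 in the runs). Cpa3, a carboxypeptidase that is also a marker of mast cells, had a difference of 0.44 (SE 0.13, adjusted p = 0.247, and 0.0317 over the list alone) in 4 of 5 MatSep samples. The mast cell list as a whole had a mean of 0.02, with 1 of 9 markers, Cpa3, higher when adjusted over the list alone and Ms4a2 (-0.38) and Slc18a2 (-0.23) among the 3 with a lower mean, not passing. Other members did not pass either way: the mineralocorticoid receptor gene Nr3c2 had a difference of -0.23, the angiotensinogen gene Agt -0.14, the converting enzyme gene Ace 0.28, the kallikrein Klk1 0.32, the glucocorticoid receptor gene Nr3c1 0.09, Igf2r, a receptor that clears growth factors, 0.20 and the Mas receptor gene Mas1 0.12. Of 7 RAS genes that Table 1 leaves out, 3 had a higher and 4 a lower mean; Prcp, which cleaves angiotensin II, passed when adjusted over the list alone (0.48, adjusted p = 0.0244) and not over all genes (adjusted p = 0.283), and Agtr1b, the type 1b receptor, had a difference of 0.31. At P180, the mean of the RAS list was 0.00 (camera, adjusted p = 0.897), and no member passed over all genes or when adjusted over the list alone. The interaction of the RAS list with age was -0.08 (camera, adjusted p = 0.144).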

*Fold change was calculated from control samples at P10. In bold: genes with significant increases in fold vs. control, *n* = 5 per group. Noting, ACE2 transcript was not available in the array.*

**TABLE 2:** Effect of MatSep on angiogenic gene expression trajectory from neonate-to-adult life.

**RefSeq**	**Gene**	**Fold Increase neonate**	***p*-value**	**Fold Increase adult**	***p*-value**
	***Up***				
**NM_001108644**	**Mfap5**	**2.639**	**0.0001**	−1.145	0.484
**NM_012494**	**Agtr2**	**1.589**	**0.003**	−1.082	0.563
**ENSRNOT00000015395**	**Rspo3**	**1.545**	**0.003**	−1.117	0.377
**NM_001107100**	**Col8a1**	**1.536**	**0.017**	−1.153	0.393
**NM_031970**	**Hspb1**	**1.480**	**0.012**	−1.163	0.293
**NM_030868**	**Nov**	**1.430**	**0.009**	−1.232	0.105
**ENSRNOT00000013093**	**Il18**	**1.402**	**0.006**	−1.071	0.532
**NM_001109383**	**Angptl1**	**1.309**	**0.034**	1.015	0.896
**NM_199115**	**Angptl4**	**1.281**	**0.035**	−1.247	0.057
**ENSRNOT00000038994**	**Cybb**	**1.302**	**0.002**	−1.033	0.649
**ENSRNOT00000016485**	**Fgf10**	**1.273**	**0.006**	1.170	0.055
**NM_031054**	**Mmp2**	**1.262**	**0.020**	−1.152	0.135
**NM_017154**	**Xdh**	**1.250**	**0.004**	−1.088	0.215
**ENSRNOT00000012216**	**C3ar1**	**1.241**	**0.001**	−1.099	0.101
**NM_053560**	**Chi3l1**	**1.236**	**0.004**	−1.058	0.385
**NM_012769**	**Gucy1b3**	**1.233**	**0.017**	−1.106	0.218
**NM_019185**	**Gata6**	**1.230**	**0.014**	−1.110	0.185
**NM_001107159**	**Mmp19**	**1.214**	**0.041**	−1.069	0.453
**NM_133569**	**Angptl2**	**1.203**	**0.029**	−1.062	0.450
**NM_001109093**	**Grb10**	**1.185**	**0.005**	1.006	0.913
**NM_017364**	**Zfp260**	**1.175**	**0.002**	−1.061	0.181
**NM_001106579**	**Sema3e**	**1.161**	**0.011**	1.078	0.169
**NM_134452**	**Col5a1**	**1.152**	**0.005**	−1.010	0.827
**NM_031798**	**Slc12a2**	**1.135**	**0.017**	1.053	0.290
NM_134454	Angpt2	1.026	0.674	−1.070	0.274
NM_031530	Ccl2	1.203	0.074	−1.511	0.914
ENSRNOT00000003313	Tgfb2	1.179	0.236	1.017	0.900
NM_012802	Pdgfra	1.164	0.108	−1.418	0.001
NM_053394	Klf5	1.118	0.222	1.014	0.878
NM_031525	Pdgfrb	1.080	0.474	−1.211	0.087
XM_002725723	Adam12	1.064	0.413	−1.292	0.003
NM_024400	Adamts1	1.047	0.475	1.007	0.916
ENSRNOT00000001248	Flt1	1.041	0.580	1.032	0.664
NM_053549	Vegfb	1.089	0.310	−1.054	0.525
	***Down***				
**ENSRNOT00000019210**	**Col24a1**	−**1.170**	**0.025**	−1.025	0.697
**NM_133386**	**Sphk1**	−**1.249**	**0.0002**	1.037	0.440
**NM_012801**	**Pdgfa**	−**1.247**	**0.001**	−1.006	0.908
**NR_031903**	**Mir185**	−**1.231**	**0.002**	−1.005	0.925
NM_133286	Fgf8	−1.042	0.416	−1.084	0.122
ENSRNOT00000009669	Amot	−1.080	0.097	1.027	0.550

*Fold change was calculated from control samples at P10. 

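Mfap5, a microfibril protein of elastic fibres, had the largest difference among the angiogenic genes. Its mean log2 intensity (transcript 17786886) was 7.05 ± 1.09 in control and 9.12 ± 0.56 in MatSep neonates (SD, n = 5), a 4.22-fold difference with an adjusted p of 0.0812 over all genes and 0.000597 over the list alone. The log2 fold change was 2.08 in samples 14 to 17 and 2.07 in samples 19 to 24; at P180 it was -0.31. Rspo3, an activator of Wnt signalling, and Xdh, the gene of xanthine oxidase, had differences of 0.83 and 0.33 (adjusted p = 0.202 and 0.192 over all genes, 0.00868 for both over the list alone, 0.79 and 0.86, and 0.46 and 0.24 in the runs). Mfap5 and Pdgfra of this list are also fibroblast markers, and Mfap5, Col5a1 and Col8a1 are also in the list of collagens and elastic fibre genes. All 30 measured members of that list had a higher mean in MatSep neonates, by 0.53 on average, and 19 rose when adjusted over the list alone, among them Col14a1 (1.03, adjusted p = 0.00586), Col5a3 (0.77) and Col5a2 (0.39). None of them passed over all genes (camera, adjusted p = 1.1e-19 and adjusted p = 0.129 with an estimated correlation), and the means in the runs were 0.39 and 0.62. The 6 angiogenic Down genes all had a lower mean with MatSep, with a list mean of -0.19 (estimated-correlation adjusted p = 0.0384, and 0.0819 with the runs as a block, -0.09 and -0.27 in the runs). Sphk1, which makes sphingosine 1-phosphate, and the growth factor gene Pdgfa had differences of -0.34 and -0.28 and passed over the list alone (adjusted p = 0.0318 for both), not over all genes. At P180 the angiogenic Up genes had a mean of -0.13 (camera, adjusted p = 0.000762 and adjusted p = 0.566 with an estimated correlation), and Adam12, a metalloprotease, Ccl2, a chemokine for monocytes, and Pdgfra, a growth factor receptor, were lower when adjusted over the list alone, with differences of -0.45, -0.59 and -0.47. Table 2 sorts its genes by direction in these samples, so the counts of its lists are not independent evidence of direction or change.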

In bold: genes with significant increases vs. C.*

**TABLE 3:** Effect of MatSep on inflammatory gene expression trajectory from neonate-to-adult life.

**RefSeq**	**Gene**	**Fold Increase neonate**	***p*-value**	**Fold Increase adult**	***p*-value**
	***Up***				
**ENSRNOT00000014701**	**Fabp4**	**3.737**	**0.015**	−1.321	0.571
**NM_001008513**	**Ccl21**	**1.695**	**0.003**	−1.38	0.051
**NM_001145366**	**Pparg**	**1.585**	**0.040**	−1.015	0.942
**ENSRNOT00000000172**	**Cdo1**	**1.540**	**0.007**	1.086	0.565
**NM_031970**	**Hspb1**	**1.480**	**0.012**	−1.163	0.293
**NM_013174**	**Tgfb3**	**1.465**	**0.003**	−1.182	0.150
**NM_031504**	**C4a**	**1.464**	**0.002**	−1.123	0.589
**NM_030868**	**Nov**	**1.430**	**0.009**	−1.232	0.105
**ENSRNOT00000021064**	**Abcd2**	**1.412**	**0.001**	−1.13	0.181
**ENSRNOT00000013093**	**Il18**	**1.402**	**0.006**	−1.071	0.532
**NM_012705**	**Cd4**	**1.401**	**0.002**	−1.038	0.681
**ENSRNOT00000037681**	**Nfam1**	**1.384**	**0.0003**	−1.087	0.262
**NM_053611**	**Nupr1**	**1.384**	**0.005**	−1.081	0.447
**ENSRNOT00000020265**	**Ifitm3**	**1.375**	**0.009**	−1.043	0.703
**NM_001013427**	**Rarres2**	**1.359**	**0.002**	−1.146	0.109
**NM_012870**	**Tnfrsf11b**	**1.353**	**0.015**	1.045	0.699
**NM_001131001**	**Fcer1g**	**1.328**	**0.003**	−1.020	0.809
**ENSRNOT00000024110**	**Ccdc3**	**1.313**	**0.002**	−1.019	0.802
**ENSRNOT00000028131**	**Axl**	**1.300**	**0.009**	−1.095	0.324
**NM_001134545**	**Ssc5d**	**1.291**	**0.0004**	−1.090	0.151
**ENSRNOT00000005686**	**Irak3**	**1.288**	**0.003**	−1.035	0.639
**ENSRNOT00000021397**	**Dpep1**	**1.287**	**0.012**	−1.423	0.001
**ENSRNOT00000009993**	**Casp1**	**1.286**	**0.009**	−1.025	0.247
**ENSRNOT00000018328**	**Tgm2**	**1.272**	**0.002**	−1.163	0.035
**ENSRNOT00000045867**	**Ccl6**	**1.257**	**0.014**	1.013	0.880
**NM_053560**	**Chi3l1**	**1.236**	**0.004**	−1.058	0.385
**NM_013110**	**Il7**	**1.209**	**0.013**	−1.017	0.813
**NM_001008722**	**Irf8**	**1.201**	**0.004**	−1.076	0.195
**NM_173045**	**Ripk2**	**1.196**	**0.002**	−1.062	0.242
**NM_001106418**	**Il7r**	**1.189**	**0.016**	−1.136	0.067
**NM_001257278**	**Il31ra**	**1.178**	**0.017**	−1.284	0.001
**NM_138879**	**Sele**	**1.173**	**0.046**	−1.034	0.659
**NM_013185**	**Hck**	**1.172**	**0.015**	1.053	0.391
**ENSRNOT00000020108**	**Il1rl1**	**1.171**	**0.049**	−1.149	0.083
**ENSRNOT00000025222**	**Csf1**	**1.170**	**0.006**	−1.059	0.703
**ENSRNOT00000014560**	**Birc2**	**1.150**	**0.002**	1.027	0.474
**ENSRNOT00000019673**	**Il1r1**	**1.138**	**0.014**	−1.196	0.001
**NM_145789**	**Il13ra1**	**1.117**	**0.015**	−1.023	0.582
**NM_138502**	**Mgll**	**1.115**	**0.016**	1.032	0.443
**ENSRNOT00000004285**	**Gne**	**1.085**	**0.044**	−1.045	0.350
NM_020542	Ccr1	1.578	0.0001	−1.262	0.014
XM_001058423	Eda	1.135	0.095	−1.245	0.007
XM_001056441	C2cd4b	1.071	0.231	−1.032	0.569
ENSRNOT00000002089	Cd80	1.054	0.249	−1.326	0.0001
NM_001109112	Tnfsf13b	1.060	0.391	−1.292	0.001
NM_012675	Tnf	1.067	0.241	−1.143	0.023
NM_001013894	Lilrb4	−1.083	0.262	−1.289	0.002
	***Down***				
**ENSRNOT00000000621**	**Mapk13**	−**1.272**	0.004	−1.021	0.779
**NM_133386**	**Sphk1**	−**1.249**	0.0002	1.037	0.440
NM_012854	Il10	−1.044	0.399	−1.120	0.036
NM_031512	Il1b	−1.066	0.402	−1.197	0.028

*Fold change was calculated from control samples at P10. 

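Among the inflammatory genes, Ccr1 alone passed over all genes at P10. Ssc5d, a soluble scavenger receptor (0.52, SE 0.10), Nfam1, a receptor with an immune signalling motif (0.43, SE 0.09), and Fcer1g, the common gamma chain of Fc receptors (0.60, SE 0.14), had adjusted p-values of 0.119, 0.143 and 0.153 over all genes and of 0.00145, 0.00215 and 0.00343 over the list alone. Each was higher in 5 of 5 MatSep samples than in the mean control, with differences in the runs of 0.53 and 0.52, 0.35 and 0.48, and 0.24 and 0.85. Ccl21, a chemokine of lymphatic endothelium, had a difference of 0.99 (SE 0.26, adjusted p = 0.202 over all genes, 0.00473 over the list alone, 0.61 and 1.25 in the runs). Fabp4, the fatty acid binding protein of adipocytes and of some endothelium, had a difference of 2.01 (SE 0.68, adjusted p = 0.329 over all genes, 0.0179 over the list alone), and Pparg, the regulator of fat cell differentiation, one of 0.89 (adjusted p = 0.0775 over the list alone). Fabp4 and Pparg are also adipocyte markers, and Adiponectin, Adipoq, another of those markers, had a difference of 2.08 (SE 0.58, adjusted p = 0.233 over all genes and 0.0151 over the adipocyte list alone, 1.04 and 2.76 in the runs). Markers of macrophages had smaller differences, 0.57 for Ctss, 0.49 for the growth factor receptor Csf1r and 0.41 for Cybb. Of the 4 inflammatory Down genes, 3 had a lower mean; the kinase gene Mapk13 was lower when adjusted over the list alone (-0.32, adjusted p = 0.0228) and not over all genes, and the cytokine Il1b had a difference of -0.07. In adults, 38 of the 45 inflammatory Up genes had a lower mean with MatSep, with a list mean of -0.17 (camera, adjusted p = 1.8e-09 and adjusted p = 0.387 with an estimated correlation). The interleukin 1 receptor Il1r1 (-0.40), the dipeptidase Dpep1 (-0.61) and Tnfsf13b, a survival factor of B cells (-0.49), were lower when adjusted over the list alone and none over all genes, where Tnfsf13b passed with the runs as a block (adjusted p = 0.0434). Table 3 sorts its genes by direction in these samples, so the direction and counts of its lists are not independent evidence.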

In bold: genes with significant increases in fold vs. control, *n* = 5 per group.*

Furthermore, MatSep induced downstream effects in a group of genes, whereas some of them were also linked to inflammation and angiogenesis (Supplementary Table S2). These genes were expressed similarly between groups in neonates but significantly changed by MatSep in adult rats. 

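As a list, the genes of Table S2 were shifted toward their listed directions in MatSep adults, and in neonates the list did not pass. Of 39 measured genes, 16 had a higher and 23 a lower mean at P180; 2 rose and 2 fell over all genes, and 14 rose, 17 fell and 8 did not pass when adjusted over the list alone, with Klk14 alone having its mean on the other side than listed. Signed by the listed direction, their mean log2 fold change was 0.45 (camera, adjusted p = 1.5e-52 and adjusted p = 0.000243 with an estimated correlation), 0.56 in samples 1 to 6 and 0.29 in samples 8 to 11. It was on the listed side in 5 of 5 MatSep samples, beyond every control (exact permutation test, p = 0.00794), and had an adjusted p of 0.000696 with the runs as a block and an estimated correlation. The table lists genes for changing in these adults, so these values are not independent evidence of their direction or change. The paper describes them as similar between groups in neonates, so the lack of a shift at P10 is not independent evidence. Nav3, a protein that binds microtubule ends (transcript 17835654), fell from 7.57 ± 0.31 to 6.77 ± 0.23 (mean log2 intensity ± SD, n = 5, SE of the difference 0.13, adjusted p = 0.0415, -0.99 and -0.53 in the runs). Dtx4, a regulator of Notch signalling (transcript 17640818), had a difference of -0.86 that passed when adjusted over the list alone (adjusted p = 0.000572) and not over all genes (adjusted p = 0.154). At P10 the signed mean of the same 39 genes was -0.05 (camera, adjusted p = 0.235, -0.04 and -0.06 in the runs), none passed over all genes, and the kallikrein Klk14 alone passed over the list (-0.39, adjusted p = 0.00943).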

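Clock genes made up 4 of the 6 genes that passed in adult MatSep vasculature. Ciart, a repressor in the circadian clock (transcript 17749555), rose from 6.26 ± 0.94 to 8.01 ± 0.33 (mean log2 intensity ± SD, n = 5), a 3.37-fold change (adjusted p = 0.0415). Dbp and Tef, transcription factors driven by the clock (transcripts 17616470 and 17830985), rose by 0.96 (SE 0.16) and 0.66 (SE 0.12 and adjusted p = 0.0415 and 0.0450), and Bmal1, the activator of the clock that peaks at the opposite phase (transcript 17619710), fell by 0.93 (SE 0.16, adjusted p = 0.0415). All 4 changes were in 5 of 5 MatSep samples. They were larger in samples 1 to 6 than in samples 8 to 11: 2.22 and 1.05 for Ciart, 1.24 and 0.54 for Dbp, 0.88 and 0.32 for Tef, and -1.15 and -0.60 for Bmal1, with adjusted p-values of 0.00619, 0.0434, 0.0212 and 0.0150 when the runs were a block. The 6 clock genes of Table S2, which the paper lists for changing in these adults, had a signed mean of 0.79, 4 rising and 2 falling when adjusted over the list alone (3 over all genes). Of 10 clock genes outside Table S2, 8 had a higher and 2 a lower mean; Ciart rose over all genes, and 5 rose, 2 fell and 3 did not pass when adjusted over the list alone. The period genes Per2 and Per1, which repress Bmal1's targets, had differences of 0.72 and 0.90 (adjusted p = 0.00433 and 0.00682 over the list alone), Wee1, a kinase under clock control, one of 0.40 (adjusted p = 0.00302) and Per3 one of 0.49. Per1 was 1.50 higher in samples 1 to 6 and no higher in samples 8 to 11, and Per2 was 1.02 and 0.27 higher. The signed mean outside the table was 0.49 (camera, adjusted p = 1.5e-11 and adjusted p = 0.00627 with an estimated correlation and 0.00967 with the runs as a block, 0.64 and 0.28 in the runs), and it was -0.04 in neonates. Npas2, a partner of Bmal1, and the deubiquitinase Usp2, an output of the clock, had differences of -0.71 (adjusted p = 0.0831) and 0.99 (adjusted p = 0.0737), and both passed with the block (adjusted p = 0.0434). The calls of single clock genes were lost under most of the 31 other settings, 21 for Ciart and Bmal1, 22 for Dbp and 23 for Tef, while the list kept its call in all 33 of its own.

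**Figure D3:**
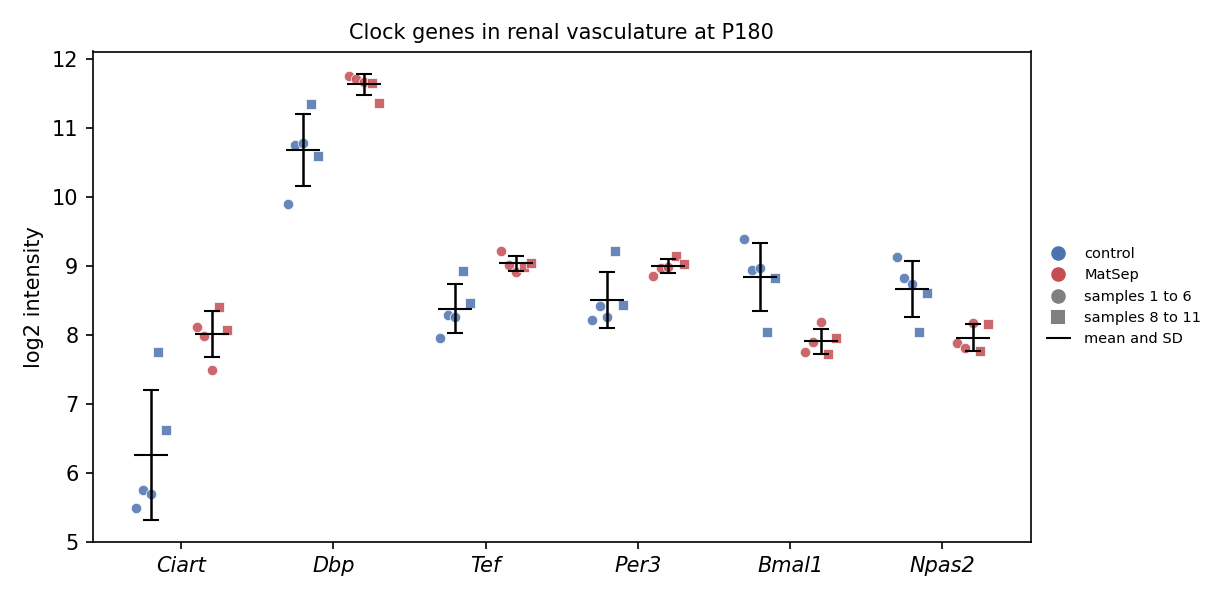
Log2 intensity of Ciart, Dbp, Tef, Per3, Bmal1 and Npas2 in control and MatSep rats at P180 (5 per group); circles are samples 1 to 6 and squares samples 8 to 11, with the mean and SD of each group. Ciart has means of 6.26 in control and 8.01 in MatSep rats, and 1 control of samples 8 to 11, replicate 4, lies at the level of the MatSep samples.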

The 25 upregulated genes participate in diverse metabolic processes, embryonic cranium morphogenesis, anatomical structure development, circadian regulation of gene expression as well as ion homeostasis.

Table 4 shows that EBPfc affected by MatSep in neonates and adult rats are mostly related to cell proliferation and immune system activation. 

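Genes of cell division did not pass the test of MatSep at either age, while complement genes did as a list in neonates. Of 25 cell cycle genes, 19 had a lower mean in MatSep neonates, with a list mean of -0.06 (camera, adjusted p = 0.0855, -0.14 and -0.01 in the runs), and 14 a lower mean in adults, with a list mean of -0.03 (adjusted p = 0.532). None of them passed over all genes or when adjusted over the list alone; Mki67 had differences of -0.10 at P10 and -0.27 at P180, and Mcm2, of the replication helicase, 0.26 at P180. All 12 complement genes had a higher mean in MatSep neonates, by 0.42 on average; 7 rose when adjusted over the list alone and none over all genes. C7, a part of the membrane attack complex, had a difference of 0.90 (adjusted p = 0.00473 over the list alone), the protease C1s one of 0.82 (adjusted p = 0.00668) and C1qb, a chain of the recognition protein, one of 0.55 (adjusted p = 0.0136). The complement list had an adjusted p of 8.9e-09 in camera and of 0.0414 with an estimated correlation (0.0819 with the runs as a block, 0.25 and 0.53 in the runs). Fibroblast and macrophage markers, some of which come from cells that make complement, were higher in the same samples by 0.59 and 0.29. Interferon-stimulated genes had a mean of 0.13 in neonates (camera, adjusted p = 0.0164 and adjusted p = 0.566 with an estimated correlation, -0.06 and 0.25 in the runs), and antigen presentation genes one of -0.03 (adjusted p = 0.669), with no member passing in either list, also when adjusted over the list alone. In adults, cytokine, chemokine and adhesion genes had lower means with MatSep: 19 of 22 had a lower mean, and Il1b (-0.41, adjusted p = 0.00822), Ccl2 (adjusted p = 0.0088) and the inflammasome gene Nlrp3 (-0.39, adjusted p = 0.0201) fell when adjusted over the list alone, none over all genes. Their mean was -0.15 (camera, adjusted p = 7.4e-05 and adjusted p = 0.0536 with an estimated correlation, -0.18 and -0.09 in the runs), against 0.05 at P10, where none passed (adjusted p = 0.187); their interaction with age was -0.20 (adjusted p = 0.0523 with an estimated correlation). Collagens and elastic fibre genes in adults had a mean of -0.28 (camera, adjusted p = 2.4e-11 and adjusted p = 0.457 with an estimated correlation, -0.40 and -0.11 in the runs), with Col12a1 (-0.61), Loxl2 (-0.54) and Loxl1 (-0.65), of collagen cross-linking, lower when adjusted over the list alone and none over all genes.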

Finally, due to the fact that MatSep changes the vascular architecture of the kidney, we validated the tubular contamination and the proportion of vascular vs. non-vascular cells by RT-qPCR in our preparation. Similar to lectin, the vascular endothelium marker PECAM-1 was significantly reduced in both neonate and adult isolated vascular samples; however, the expression of tubular markers remained unchanged between groups (Supplementary Figure S1). Similarly, we found that the expression of these and other tubular markers in the microarray was similar amongst the groups (Supplementary Table S3).

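No tubular marker passed the test of MatSep in limma at either age, over all genes or when adjusted over the list alone. In neonates, 29 of 36 tubular markers had a lower mean with MatSep, and in adults 24 had a higher one. The mean log2 fold change of the list was -0.11 at P10 (camera, adjusted p = 0.0157 and adjusted p = 0.706 with an estimated correlation, exact permutation test, p = 0.429) and 0.12 at P180 (camera, adjusted p = 0.00455 and adjusted p = 0.817 with an estimated correlation, exact permutation test, p = 0.262). Within the runs the means were 0.02 and -0.20 at P10 and 0.07 and 0.20 at P180, and 4 of 5 and 3 of 5 MatSep samples lay on the side of the list's mean. By segment, collecting duct markers had means of -0.22 and 0.27 (all 12 lower at P10 and all 12 higher at P180 and adjusted p = 0.566 and 0.457 with an estimated correlation), proximal tubule markers -0.03 and 0.04, and markers of the thick ascending limb and distal tubule -0.09 and 0.05. In the last list 7 of 10 members had a lower mean at P180, so its mean and its members point to different sides. Scnn1g had the smallest p of the tubular list at P10, with a difference of -0.45 (adjusted p = 0.0760 over the collecting duct list alone), and Slc12a1, the sodium transporter of the thick ascending limb, one of -0.25. Endothelial markers did not pass either: of 20, 12 had a higher mean at P10 and 13 at P180, by 0.08 and 0.04 on average (camera, adjusted p = 0.169 and 0.371, exact permutation test, p = 0.635 and 0.770), and none passed in either test. Pecam1, the endothelial marker that the paper measured by RT-qPCR, had no transcript of its own symbol and was not among these 20. Sox18, a transcription factor of endothelial cells, had a difference of 0.35 at P10, and Cldn5, a tight junction protein, one of 0.31 at P180. With the preset correlation, the endothelial list passed at P10 without control replicate 3 (0.174, adjusted p = 0.00156), and also without control replicate 4 or MatSep replicate 1 or 2, and at P180 without MatSep replicate 5 (0.103, adjusted p = 0.0217), while with all arrays and an estimated correlation its adjusted p was 0.888 and 0.952. Vascular smooth muscle markers had a mean of 0.50 at P10 (13 of 13 higher, none passing in either test and adjusted p = 0.459 with an estimated correlation) and -0.09 at P180.

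**Figure D4:**
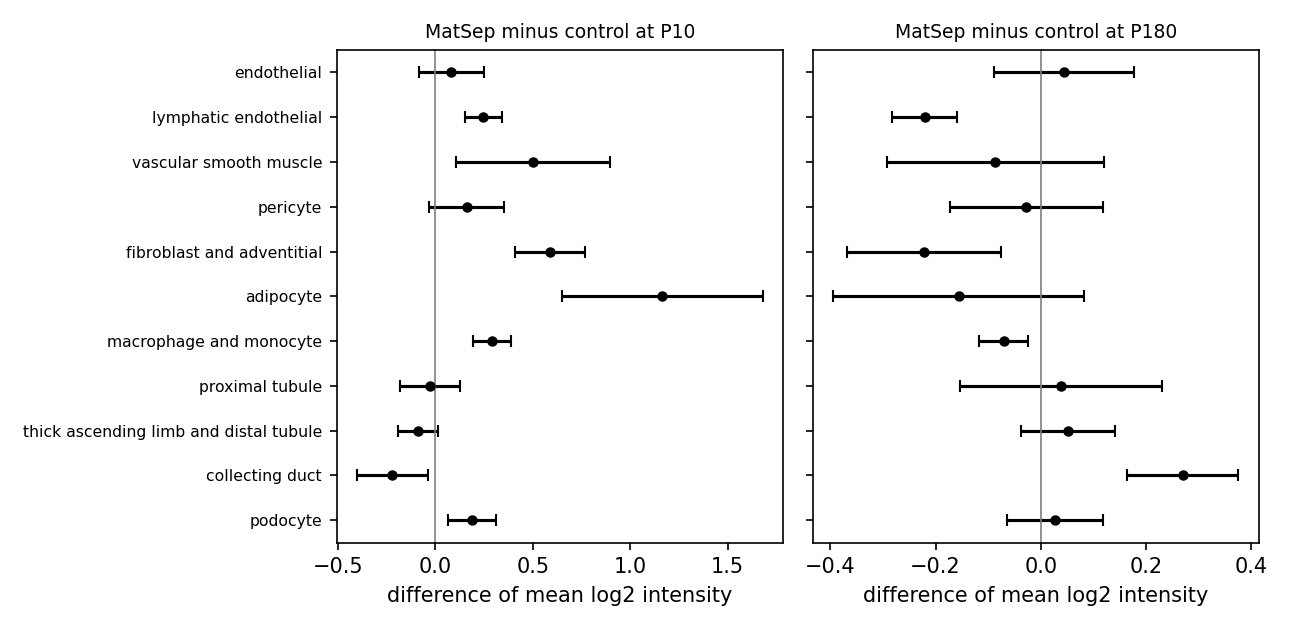
Difference between MatSep and control rats in the mean log2 intensity of 11 cell type marker lists, in a panel for P10 and a panel for P180 with different x scales; points are the differences of group means and bars the standard error of the difference (5 rats per group). At P10 the proximal tubule list lies at -0.03, the thick ascending limb and distal tubule list at -0.09 and the collecting duct list at -0.22. The endothelial list lies at 0.08 and the adipocyte list at 1.17.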

**TABLE 4:** Enriched Biological Pathways functional clusters (EBPfc) affected by MatSep.

**Category**	**Term**	**Count**	**%**	***p*-value**	**FE**	**FDR**
**Neonates**						
GOTERM_CC_DIRECT	GO:0005615∼extracellular space	34	17	0.00000	2.49	0.00
GOTERM_BP_DIRECT	GO:0045087∼innate immune response	18	9	0.00000	7.20	0.00
GOTERM_BP_DIRECT	GO:0006954∼inflammatory response	13	6.5	0.00005	4.34	0.07
GOTERM_BP_DIRECT	GO:0043065∼positive regulation of apoptotic process	12	6	0.00091	3.35	1.45
KEGG_PATHWAY	rno04060:Cytokine-cytokine receptor interaction	10	5	0.00065	4.08	0.78
GOTERM_BP_DIRECT	GO:0006955∼immune response	10	5	0.00089	4.00	1.43
GOTERM_BP_DIRECT	GO:0006915∼apoptotic process	10	5	0.01347	2.64	19.59
GOTERM_BP_DIRECT	GO:0043547∼positive regulation of GTPase activity	10	5	0.01722	2.53	24.35
GOTERM_CC_DIRECT	GO:0031012∼extracellular matrix	9	12.2	0.00000	9.92	0.00
GOTERM_BP_DIRECT	GO:0008284∼positive regulation of cell proliferation	7	9.46	0.00940	3.79	12.84
KEGG_PATHWAY	rno04640:Hematopoietic cell lineage	7	3.5	0.00026	7.68	0.31
KEGG_PATHWAY	rno04015:Rap1 signaling pathway	6	8.11	0.00064	7.97	0.74
GOTERM_MF_DIRECT	GO:0005125∼cytokine activity	6	3	0.01663	4.02	20.32
GOTERM_BP_DIRECT	GO:0043123∼positive reg I-kappaB kinase/NF-kappaB	6	3	0.02272	3.71	30.87
GOTERM_BP_DIRECT	GO:0050727∼regulation of inflammatory response	5	2.5	0.00309	8.22	4.85
GOTERM_BP_DIRECT	GO:0030199∼collagen fibril organization	4	5.41	0.00040	27.27	0.58
KEGG_PATHWAY	rno04261:Adrenergic signaling	4	5.41	0.01227	7.87	13.29
GOTERM_BP_DIRECT	GO:0070555∼response to interleukin-1	4	2	0.01056	8.72	15.69
GOTERM_BP_DIRECT	GO:0002250∼adaptive immune response	4	2	0.03103	5.81	39.74
GOTERM_MF_DIRECT	GO:0005518∼collagen binding	3	4.05	0.01396	16.34	15.22
KEGG_PATHWAY	rno04370:VEGF signaling pathway	3	4.05	0.01760	14.05	18.53
GOTERM_BP_DIRECT	GO:0010759∼pos regul of macrophage chemotaxis	3	1.5	0.00548	26.15	8.45
**Adult**						
GOTERM_BP_DIRECT	GO:0070374∼positive regulation of ERK1 and ERK2	6	4.17	0.01355	4.23	19.01
GOTERM_MF_DIRECT	GO:0020037∼heme binding	5	3.47	0.02451	4.51	27.99
GOTERM_MF_DIRECT	GO:0005506∼iron ion binding	5	3.47	0.04604	3.68	46.40
KEGG_PATHWAY	rno04062:Chemokine signaling pathway	5	3.47	0.04885	3.34	51.85
KEGG_PATHWAY	rno04060:Cytokine-cytokine receptor interaction	4	14.3	0.00236	12.75	2.11
GOTERM_BP_DIRECT	GO:0090263∼pos regulation of canonical Wnt path	4	2.78	0.01583	7.51	21.87
GOTERM_BP_DIRECT	GO:0042102∼pos regulation of T cell proliferation	3	10.7	0.00390	30.63	4.84
KEGG_PATHWAY	rno05323:Rheumatoid arthritis	3	10.7	0.00567	23.42	5.01
GOTERM_BP_DIRECT	GO:0007623∼circadian rhythm	3	10.7	0.01247	16.80	14.71
GOTERM_BP_DIRECT	GO:0019221∼cytokine-mediated signaling pathway	3	10.7	0.01487	15.31	17.31
GOTERM_BP_DIRECT	GO:0046329∼negative regulation of JNK cascade	3	2.08	0.01571	15.44	21.72
KEGG_PATHWAY	rno04330:Notch signaling pathway	3	2.08	0.04698	7.61	50.68
GOTERM_BP_DIRECT	GO:0031295∼T cell co-stimulation	2	7.14	0.02834	66.63	30.56

*Data was analyzed using DAVID Functional Annotation Bioinformatics Microarray Analysis. FE = Fisher’s exact test, FDR = Force discovery rate.*

## Discussion

This study shows that MatSep, a rat model of early life stress, dysregulates the expression and activity of several components of the RAS, which normal function is required for an optimal nephron and vascular tissue development during early postnatal life (Guron and Friberg, 2000; Lasaitiene et al., 2003; Walton et al., 2018). Surprisingly, intrarenal AngII levels were reduced in neonates, along with reduced ACE2 expression and activity. These data suggest that other AngII-derived peptides, in addition to the lack of anti-angiogenic effects elicited by Ang 1–7, could be responsible for the exacerbated microvascular density found in MatSep weanlings and adult rats. Furthermore, our transcriptomic analysis indicates that MatSep induces the upregulation of pro-angiogenic and pro-inflammatory gene expression that may contribute to the permanent alterations of the renal microvascular architecture. Our data support the notion that MatSep serves as a strong stimulus during the early postnatal life capable of inducing temporospatial changes in the intrarenal RAS. Overall, these data imply a potential link between postnatal stress and impaired renal structure and function.

Different models of developmental origins of adult disease are based on the exposure to low protein diet, excess of glucocorticoids, induced intrauterine growth restriction and postnatal blockade of the renin-angiotensin system. A common feature of these models is the development of renal damage and hypertension (Zandi-Nejad et al., 2006; Hershkovitz et al., 2007; Ingelfinger and Nuyt, 2012; Stangenberg et al., 2015; Cuffe et al., 2016; Vieira-Rocha et al., 2019; DuPriest et al., 2020; Lamothe et al., 2020). Conversely, MatSep is a chronic behavioral stress model that induces subtle effects on the cardiovascular system in baseline/unstimulated conditions. However, the sensitization of the autonomic, neuroendocrine and immune system becomes a key feature in the enhanced response to secondary stressors (Sanders and Anticevic, 2007; Trombini et al., 2012; Loria et al., 2015). Renal developmental length is species-specific. The initiation of the nephrogenic involves 1/8 of gestation in the humans, 1/3 of gestation in the sheep and 1/2 of gestation in rats. The permanent kidney formation (Metanephros) begins at day 12 in the rat (Seely, 2017). Thus, rats are born during active nephrogenesis. However, once the metanephros stage is achieved, further development and differentiation of tubular and vascular architecture continues throughout P22 (Sequeira Lopez and Gomez, 2004). Importantly, the generation of microvessels in the kidney is not restricted to *in utero* development and can also be activated in response to renal damage later in life (Sequeira Lopez and Gomez, 2004, 2011). During development, renal vascularization occurs in parallel with nephrogenesis, as blood vessels develop through two mechanisms: vasculogenesis (neoformation of vessels) and angiogenesis (sprouting and branching from pre-existent vessels) (Sequeira Lopez and Gomez, 2004, 2011). Newborn renal blood flow (RBF), initially low after birth, progressively increases during postnatal maturation until reaching the adult levels. Newborns display low RBF primarily due to the occurrence of elevated renal vascular resistance (RVR). The increase in RBF observed from postnatal to adult life is caused by progressive reduction of RVR given by the concomitant RAS activation (Nada et al., 2017).

One potential explanation describing the connection between MatSep and an upregulation of RAS components is via the actions of the stress hormones. The chronic behavioral stress associated to MatSep induces the dysregulation of the glucocorticoid (Marais et al., 2008; Chen et al., 2012; Roque et al., 2014), which are well-known for upregulating RAS components, including AGT and angiotensin receptors density and binding in vascular smooth muscle cells and blood vessels (Sato et al., 1994; Schelling et al., 1994; Ullian and Walsh, 1995), adrenal gland (Bobrovskaya et al., 2013), liver epithelial cells (Shelat et al., 1999a) and brain (Aguilera et al., 1995; Shelat et al., 1999b). These actions are mediated by the stimulation of the glucocorticoid response element present in regions of both the AGT and angiotensin receptor promoter (Guo et al., 1995; Matsubara, 1998). AngII synthesis rate depends upon the availability of substrate, AGT, renin, and the activity of the ACE/ACE2 enzymes. Our data shows that MatSep lowered AngII intrarenal concentration while most of the RAS components were upregulated during postnatal life. Thus, we investigated potential explanations and found that ACE in kidneys from MatSep neonates is increased while ACE2 expression and activity are reduced. This data suggests that anti-angiogenic effects mediated by Ang 1–7 could be dramatically attenuated, thus promoting further vessel development (van Esch et al., 2008; Pei et al., 2016; Touyz and Montezano, 2018). Furthermore, it has been shown that AngIII pro-angiogenic effects are mediated by both AT1 and AT2 receptors binding (Kawasaki et al., 1988; Cheng et al., 1994; Del Borgo et al., 2015; Alanazi and Clark, 2019, 2020). Therefore, our data suggests that in the context of glucocorticoid stimulation due to chronic stress, the upregulation of several RAS components could be a major player in the increased renal vascular density via the overstimulation of the AT1 and AT2 receptors along with the reduced Ang 1–7 anti-angiogenic effects. Therefore, factors contributing to AngII degradation in this postnatal milieu, such as increased aminopeptidase A (Enpep) need further investigation.

Kidneys from MatSep weanlings show reduced lectin expression, and both neonates and adult rats show reduced PECAM-1 expression. These data indicate that the alterations in the vascular architecture could be linked to a reduced number of endothelial cells and thus microvascular rarefaction. Potential mechanisms by which MatSep increases microvascular density could be given by the capacity of (pro)renin (Yokota et al., 2008; Uraoka et al., 2009; Zhu et al., 2015) and renin cells (Amaral et al., 2001; Rider et al., 2015) to induce the transcription of angiogenic factors; or linked to the fact that the most of the genes upregulated by MatSep in isolated renal vasculature are associated with angiogenesis during pathophysiological processes. One of them is the microfibrillar-associated protein (Mfap5), which is implicated in the regulation of cell proliferation, differentiation, angiogenesis and apoptosis (Choi et al., 2015; Marti et al., 2015; Saikawa et al., 2018; Boopathy and Hong, 2019). Other gene that shows a strong upregulation in neonates is the fatty acid-binding protein 4 (Fabp4). Fabp4 display both pro-angiogenic (Elmasri et al., 2012; Harjes et al., 2017) and pro-inflammatory (Steen et al., 2017; Dou et al., 2020) actions, therefore its upregulation in the context of chronic stress could be implicated with the enhancement of the vascular density. Finally, despite changes in the angiogenesis regulation directly modulated by MatSep, we are not able to rule out possible vascular remodeling secondary to stress-induced transient blood pressure increases during postnatal life.

It is important to highlight that reduced renal function in MatSep rats at baseline is associated with a moderate increase in proteinuria and no considerable histological renal damage, in rats that otherwise are normotensive and show similar circulating RAS components. Previously, we have reported that adult male MatSep rats display increased sympathetic outflow to the kidneys (Loria et al., 2013a; Loria and Osborn, 2017), showing a reduced number of alpha-adrenergic receptors in isolated renal vasculature. Furthermore, renal filtration capacity was normalized by renal denervation. Taken together, these data suggest that increased microvascular density could also be interrelated with the effects of a greater sympathetic tone on renal hemodynamics. A summary of the current and previous findings related to circulating, vascular and renal RAS in male MatSep rats across the lifespan can be found in Supplementary Table S4.

Nonetheless, this study presents several limitations that may impact the interpretation of the outcomes. First, further studies performing an in-depth characterization of the microvasculature to determine changes in arteriolar alpha SMA actin, ACTA2, MYH11, myosin heavy chain will pinpoint the relationship between increased microvascular density and the vascular wall properties. For instance, it has been shown that postnatal RAS inhibition impairs the development of the microvasculature causing medullary injury. A common characteristic of all these manipulations is the presence of concentric vascular hypertrophy. Thus, determining the effects of MatSep on this type of variables will contribute to the interpretation of the functional consequences of increased renal microvascular density. Second, the isolation of the renal vasculature was performed by the mechanical separation of the vascular from the tubular structures. As such, our samples are enriched in vessels but certainly contains tubular cells. However, we were able to determine that the expression of tubular markers was not different between groups. In addition, this type of procedure is normally associated with a low recovery of the renin cells, which could result in an underestimation of its gene expression. Third, the use of *in situ* hybridization showing whether the increased pro-angiogenic genes are localized on the renal vasculature could address the lack of cell type-specificity. Hence, from all these matters pointed, a single cell analysis will be preferable over the whole vasculature due to the complexity of the sample. The kidney development is based on differential 25-cell type-specific expression of a vast number of genes. Thus, *in situ* hybridization, laser capture microdissection (LCM) and fluorescence-activated cell sorting (FACS) may help to tease the genes specifically involved in the vascular endothelium or vascular wall. Gene expression microarrays provide a powerful tool for studying multifaceted physiological processes. However, implications from microarray data are often impeded by multiple comparisons, small sample sizes, and uncertain relationships to functional endpoints. To date, several genomic studies have been performed in the developing kidney, but fewer have been conducted in the isolated renal vasculature.

Although this study was performed exclusively in male rats, it has been reported that female MatSep rats also display exacerbated AngII-induced hypertension, yet independent of any significant worsening on renal function compared to control littermates (Loria et al., 2013b). The well-described mechanisms by which female rodents show lower blood pressure and protected renal function compared to males is based in the increased pro-vasodilatory factors and greater number of infiltrating T regulatory cells in combination with reduced sympathetic drive, differences that are most likely stimulated by estradiol (Yanes et al., 2008; Garovic and August, 2016). Thus, postnatal stress may exert the sensitization of the renal system via alteration of neuroendocrine, immune and sympathetic responses in a sex-specific manner. Future studies will determine whether intrarenal RAS in female rats respond to MatSep in a similar fashion, while other compensatory factors may account for an optimal renal function during adult life.

In summary, our data show that MatSep is associated with the temporospatial changes in the expression of a cluster of genes, including several RAS components, expressed in the kidney and the renal vasculature. Our results reveal a molecular context to define the critical pathways mediating growth and developmental aberrations resulting in potential changes of function. Although processes such as vasculogenesis and angiogenesis were initially thought to occur only in the developing kidney, now is more accepted that these processes also occur during (physio)pathologic responses during postnatal life. Thus, vasculogenesis and angiogenesis could be activated during the remodeling of the vasculature in response to environmental insults, including this model of psychosocial stress. The kidney is a highly vascularized organ that normally receives ∼20% of the cardiac output. The unique architectural organization of the kidney vasculature with each nephron is critical for the regulation of renal hemodynamics and water and electrolytes balance. However, mechanisms that govern the development of the kidney vasculature are poorly understood. This study provides insights regarding the endowment of renal vessels, with the potential to benefit children and adults with congenital and acquired kidney diseases, vascular diseases, and hypertension.

## Data Availability Statement

The datasets generated for this study are available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE151402.

## Ethics Statement

The animal study was reviewed and approved by Division of Laboratory Animal Resources, IACUC office.

## Author Contributions

CD, AC, GB, KC, and AL designed the experiments. CD, AC, MM, JG, GB, KC, and AL conducted the experiments, analyzed the data, and edited and approved the final version of the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://david.ncifcrf.gov

2 www.graphpad.com

## References

[B1] AguileraG.KissA.LuoX. (1995). Increased expression of type 1 angiotensin II receptors in the hypothalamic paraventricular nucleus following stress and glucocorticoid administration. *J. Neuroendocrinol.* 7 775–783. 10.1111/j.1365-2826.1995.tb00714.x 8563720

[B2] AlanaziA. Z.ClarkM. A. (2019). Angiotensin III induces JAK2/STAT3 leading to IL-6 production in rat vascular smooth muscle cells. *Int. J. Mol. Sci.* 20:5551. 10.3390/ijms20225551 31703282PMC6888423

[B3] AlanaziA. Z.ClarkM. A. (2020). Angiotensin III induces p38 Mitogen-activated protein kinase leading to proliferation of vascular smooth muscle cells. *Pharmacol. Rep.* 72 246–253. 10.1007/s43440-019-00035-8 32016850

[B4] AmaralS. L.RomanR. J.GreeneA. S. (2001). Renin gene transfer restores angiogenesis and vascular endothelial growth factor expression in Dahl S rats. *Hypertension* 37 386–390. 10.1161/01.hyp.37.2.38611230305

[B5] BobrovskayaL.ManiamJ.OngL. K.DunkleyP. R.MorrisM. J. (2013). Early life stress and post-weaning high fat diet alter tyrosine hydroxylase regulation and AT1 receptor expression in the adrenal gland in a sex dependent manner. *Neurochem. Res.* 38 826–833. 10.1007/s11064-013-0985-4 23389660

[B6] BoopathyG. T. K.HongW. (2019). Role of hippo pathway-YAP/TAZ signaling in angiogenesis. *Front. Cell Dev. Biol.* 7:49. 10.3389/fnbeh.2014.00049 31024911PMC6468149

[B7] CampbellS.WladimiroffJ. W.DewhurstC. J. (1973). The antenatal measurement of fetal urine production. *J. Obstet. Gynaecol. Br. Commonw.* 80 680–686. 10.1111/j.1471-0528.1973.tb16049.x 4725943

[B8] Centers for Disease Control, and Prevention, (2019). *Chronic Kidney Disease in the United States, 2019.* Atlanta, GA: Centers for Disease Control and Prevention.

[B9] ChenJ.EvansA. N.LiuY.HondaM.SaavedraJ. M.AguileraG. (2012). Maternal deprivation in rats is associated with corticotrophin-releasing hormone (CRH) promoter hypomethylation and enhances CRH transcriptional responses to stress in adulthood. *J. Neuroendocrinol.* 24 1055–1064. 10.1111/j.1365-2826.2012.02306.x 22375940PMC3380160

[B10] ChenY.LasaitieneD.FribergP. (2004). The renin-angiotensin system in kidney development. *Acta Physiol. Scand.* 181 529–535.1528376710.1111/j.1365-201X.2004.01327.x

[B11] ChengD. Y.DeWittB. J.McMahonT. J.KadowitzP. J. (1994). Comparison of pressor responses to angiotensin I, II, and III in pulmonary vascular bed of cats. *Am. J. Physiol.* 266 H2247–H2255.802398710.1152/ajpheart.1994.266.6.H2247

[B12] ChoiH. J.ZhangH.ParkH.ChoiK. S.LeeH. W.AgrawalV. (2015). Yes-associated protein regulates endothelial cell contact-mediated expression of angiopoietin-2. *Nat. Commun.* 6:6943.10.1038/ncomms794325962877

[B13] CuffeJ. S.BurgessD. J.O’SullivanL.SinghR. R.MoritzK. M. (2016). Maternal corticosterone exposure in the mouse programs sex-specific renal adaptations in the renin-angiotensin-aldosterone system in 6-month offspring. *Physiol. Rep.* 4:e12754. 10.14814/phy2.12754 27122048PMC4848720

[B14] DalmassoC.LeachmanJ. R.EnsorC. M.YiannikourisF. B.GianiJ. F.CassisL. A. (2019). Female mice exposed to postnatal neglect display angiotensin II-dependent obesity-induced hypertension. *J. Am. Heart Assoc.* 8:e012309.10.1161/JAHA.119.012309PMC691296231752639

[B15] De MiguelC.ObiI. E.HoD. H.LoriaA. S.PollockJ. S. (2017). Early life stress induces priming of the immune response in kidneys of adult male rats. *Am. J. Physiol. Renal Physiol.* 314 F343–F355.2897199410.1152/ajprenal.00590.2016PMC5899229

[B16] De MiguelC.ObiI. E.HoD. H.LoriaA. S.PollockJ. S. (2018). Early life stress induces immune priming in kidneys of adult male rats. *Am. J. Physiol. Renal Physiol.* 314 F343–F355.2897199410.1152/ajprenal.00590.2016PMC5899229

[B17] Del BorgoM.WangY.BosnyakS.KhanM.WaltersP.SpizzoI. (2015). beta-Pro7Ang III is a novel highly selective angiotensin II type 2 receptor (AT2R) agonist, which acts as a vasodepressor agent via the AT2R in conscious spontaneously hypertensive rats. *Clin. Sci.* 129 505–513. 10.1042/cs20150077 26186568

[B18] DouH. X.WangT.SuH. X.GaoD. D.XuY. C.LiY. X. (2020). Exogenous FABP4 interferes with differentiation, promotes lipolysis and inflammation in adipocytes. *Endocrine* 67 587–596. 10.1007/s12020-019-02157-8 31845180

[B19] DuPriestE.HebertJ.MoritaM.MarekN.MeserveE. E. K.AndeenN. (2020). Fetal renal DNA Methylation and developmental programming of stress-induced hypertension in growth-restricted male mice. *Reprod. Sci.* 27 1110–1120. 10.1007/s43032-019-00121-5 32046425PMC7539823

[B20] ElmasriH.GhelfiE.YuC. W.TraphagenS.CernadasM.CaoH. (2012). Endothelial cell-fatty acid binding protein 4 promotes angiogenesis: role of stem cell factor/c-kit pathway. *Angiogenesis* 15 457–468. 10.1007/s10456-012-9274-0 22562362PMC3590918

[B21] EriguchiM.LinM.YamashitaM.ZhaoT. V.KhanZ.BernsteinE. A. (2018). Renal tubular ACE-mediated tubular injury is the major contributor to microalbuminuria in early diabetic nephropathy. *Am. J. Physiol. Renal Physiol.* 314 F531–F542.2918737210.1152/ajprenal.00523.2017PMC5966765

[B22] FlynnE. R.LeeJ.HutchensZ. M.Jr.ChadeA. R.Maric-BilkanC. (2013). C-peptide preserves the renal microvascular architecture in the streptozotocin-induced diabetic rat. *J. Diabetes Complicat.* 27 538–547. 10.1016/j.jdiacomp.2013.07.002 23994433PMC3818424

[B23] FrancoM. C.OliveiraV.PonzioB.RangelM.PalominoZ.GilF. Z. (2012). Influence of birth weight on the renal development and kidney diseases in adulthood: experimental and clinical evidence. *Int. J. Nephrol.* 2012:608025.10.1155/2012/608025PMC338560822778952

[B24] GarovicV. D.AugustP. (2016). Sex differences and renal protection: keeping in touch with your feminine side. *J. Am. Soc. Nephrol.* 27 2921–2924. 10.1681/asn.2016040454 27188841PMC5042684

[B25] GuoD.-F.UnoS.IshihataA.NakamuraN.InagamiT. (1995). Identification of a cis-acting glucocorticoid responsive element in the rat angiotensin II Type 1A promoter. *Circ. Res.* 77 249–257. 10.1161/01.res.77.2.2497614711

[B26] GuronG.FribergP. (2000). An intact renin-angiotensin system is a prerequisite for normal renal development. *J. Hypertens.* 18 123–137. 10.1097/00004872-200018020-00001 10694179

[B27] HarjesU.BridgesE.GharpureK. M.RoxanisI.SheldonH.MirandaF. (2017). Antiangiogenic and tumour inhibitory effects of downregulating tumour endothelial FABP4. *Oncogene* 36 912–921. 10.1038/onc.2016.256 27568980PMC5318662

[B28] HershkovitzD.BurbeaZ.SkoreckiK.BrennerB. M. (2007). Fetal programming of adult kidney disease: cellular and molecular mechanisms. *Clin. J. Am. Soc. Nephrol.* 2 334–342. 10.2215/cjn.03291006 17699433

[B29] IngelfingerJ. R.NuytA. M. (2012). Impact of fetal programming, birth weight, and infant feeding on later hypertension. *J. Clin. Hypertens.* 14 365–371. 10.1111/j.1751-7176.2012.00660.x 22672090PMC8108862

[B30] JohnsonA. K.XueB. (2018). Central nervous system neuroplasticity and the sensitization of hypertension. *Nat. Rev. Nephrol.* 14 750–766. 10.1038/s41581-018-0068-5 30337707PMC6532772

[B31] KawasakiH.TakasakiK.ClineW. H.Jr.SuC. (1988). Effect of angiotensin III (des-Asp1-angiotensin II) on the vascular adrenergic neurotransmission in spontaneously hypertensive rats. *Eur. J. Pharmacol.* 147 125–130. 10.1016/0014-2999(88)90641-32836216

[B32] KuE.LeeB. J.WeiJ.WeirM. R. (2019). Hypertension in CKD: core curriculum 2019. *Am. J. Kidney Dis.* 74 120–131. 10.1053/j.ajkd.2018.12.044 30898362

[B33] LamotheJ.KhuranaS.TharmalingamS.WilliamsonC.ByrneC. J.KhaperN. (2020). The role of DNMT and HDACs in the fetal programming of hypertension by glucocorticoids. *Oxid. Med. Cell Longev.* 2020:5751768.10.1155/2020/5751768PMC714944032318239

[B34] LasaitieneD.ChenY.GuronG.MarcussenN.TarkowskiA.TelemoE. (2003). Perturbed medullary tubulogenesis in neonatal rat exposed to renin-angiotensin system inhibition. *Nephrol. Dial. Transplant.* 18 2534–2541. 10.1093/ndt/gfg447 14605275

[B35] LoriaA.ReverteV.SalazarF.SaezF.LlinasM. T.SalazarF. J. (2007). Sex and age differences of renal function in rats with reduced ANG II activity during the nephrogenic period. *Am. J. Physiol. Renal Physiol.* 293 F506–F510.1744272810.1152/ajprenal.00066.2007

[B36] LoriaA. S.BrandsM. W.PollockD. M.PollockJ. S. (2013a). Early life stress sensitizes the renal and systemic sympathetic system in rats. *Am. J. Physiol. Renal Physiol.* 305 F390–F395.2367804110.1152/ajprenal.00008.2013PMC3742864

[B37] LoriaA. S.YamamotoT.PollockD. M.PollockJ. S. (2013b). Early life stress induces renal dysfunction in adult male rats but not female rats. *Am. J. Physiol. Regul. Integr. Comp. Physiol.* 304 R121–R129.2317485910.1152/ajpregu.00364.2012PMC3543658

[B38] LoriaA. S.KangK. T.PollockD. M.PollockJ. S. (2011). Early life stress enhances angiotensin II-mediated vasoconstriction by reduced endothelial nitric oxide buffering capacity. *Hypertension* 58 619–626. 10.1161/hypertensionaha.110.168674 21876076PMC3754790

[B39] LoriaA. S.OsbornJ. L. (2017). Maternal separation diminishes alpha-adrenergic receptor density and function in renal vasculature from male Wistar-Kyoto rats. *Am. J. Physiol. Renal Physiol.* 313 F47–F54.2833106410.1152/ajprenal.00591.2016PMC5538843

[B40] LoriaA. S.PollockD. M.PollockJ. S. (2010). Early life stress sensitizes rats to angiotensin II-induced hypertension and vascular inflammation in adult life. *Hypertension* 55 494–499. 10.1161/hypertensionaha.109.145391 20026758PMC2829259

[B41] LoriaA. S.PollockD. M.PollockJ. S. (2015). Angiotensin II is required to induce exaggerated salt sensitivity in Dahl rats exposed to maternal separation. *Physiol. Rep.* 3:e12408. 10.14814/phy2.12408 25999404PMC4463836

[B42] MaraisL.van RensburgS. J.van ZylJ. M.SteinD. J.DanielsW. M. (2008). Maternal separation of rat pups increases the risk of developing depressive-like behavior after subsequent chronic stress by altering corticosterone and neurotrophin levels in the hippocampus. *Neurosci. Res.* 61 106–112. 10.1016/j.neures.2008.01.011 18329744

[B43] MartiP.SteinC.BlumerT.AbrahamY.DillM. T.PikiolekM. (2015). YAP promotes proliferation, chemoresistance, and angiogenesis in human cholangiocarcinoma through TEAD transcription factors. *Hepatology* 62 1497–1510. 10.1002/hep.27992 26173433

[B44] MatsubaraH. (1998). Pathophysiological role of angiotensin II Type 2 receptor in cardiovascular and renal diseases. *Circ. Res.* 83 1182–1191. 10.1161/01.res.83.12.11829851935

[B45] MendezM.GrossK. W.GlennS. T.GarvinJ. L.CarreteroO. A. (2011). Vesicle-associated membrane protein-2 (VAMP2) mediates cAMP-stimulated renin release in mouse juxtaglomerular cells. *J. Biol. Chem.* 286 28608–28618. 10.1074/jbc.m111.225839 21708949PMC3151102

[B46] MitchellK. D.JacintoS. M.MullinsJ. J. (1997). Proximal tubular fluid, kidney, and plasma levels of angiotensin II in hypertensive ren-2 transgenic rats. *Am. J. Physiol.* 273 F246–F253.927758510.1152/ajprenal.1997.273.2.F246

[B47] MurphyM. O.CohnD. M.LoriaA. S. (2017). Developmental origins of cardiovascular disease: Impact of early life stress in humans and rodents. *Neurosci. Biobehav. Rev.* 74 453–465. 10.1016/j.neubiorev.2016.07.018 27450581PMC5250589

[B48] NadaA.BonacheaE. M.AskenaziD. J. (2017). Acute kidney injury in the fetus and neonate. *Semin. Fetal Neonatal Med.* 22 90–97. 10.1016/j.siny.2016.12.001 28034548PMC5373985

[B49] PeiN.WanR.ChenX.LiA.ZhangY.LiJ. (2016). Angiotensin-(1-7) decreases cell growth and angiogenesis of human nasopharyngeal carcinoma xenografts. *Mol. Cancer Ther.* 15 37–47. 10.1158/1535-7163.mct-14-0981 26671566

[B50] PengH.CarreteroO. A.AlfieM. E.MasuraJ. A.RhalebN. E. (2001). Effects of angiotensin-converting enzyme inhibitor and angiotensin type 1 receptor antagonist in deoxycorticosterone acetate-salt hypertensive mice lacking Ren-2 gene. *Hypertension* 37 974–980. 10.1161/01.hyp.37.3.97411244026

[B51] PonzioB. F.CarvalhoM. H.FortesZ. B.do Carmo FrancoM. (2012). Implications of maternal nutrient restriction in transgenerational programming of hypertension and endothelial dysfunction across F1-F3 offspring. *Life Sci.* 90 571–577. 10.1016/j.lfs.2012.01.017 22365957

[B52] RiderS. A.MullinsL. J.VerdonR. F.MacRaeC. A.MullinsJ. J. (2015). Renin expression in developing zebrafish is associated with angiogenesis and requires the Notch pathway and endothelium. *Am. J. Physiol. Renal Physiol.* 309 F531–F539.2620222410.1152/ajprenal.00247.2015PMC4572395

[B53] RoqueS.MesquitaA. R.PalhaJ. A.SousaN.Correia-NevesM. (2014). The behavioral and immunological impact of maternal separation: a matter of timing. *Front. Behav. Neurosci.* 8:192. 10.3389/fnbeh.2014.00192 24904343PMC4033212

[B54] SaezF.CastellsM. T.ZuastiA.SalazarF.ReverteV.LoriaA. (2007). Sex differences in the renal changes elicited by angiotensin II blockade during the nephrogenic period. *Hypertension* 49 1429–1435. 10.1161/hypertensionaha.107.087957 17404180

[B55] SaikawaS.KajiK.NishimuraN.SekiK.SatoS.NakanishiK. (2018). Angiotensin receptor blockade attenuates cholangiocarcinoma cell growth by inhibiting the oncogenic activity of Yes-associated protein. *Cancer Lett.* 434 120–129. 10.1016/j.canlet.2018.07.021 30031758

[B56] SandersB. J.AnticevicA. (2007). Maternal separation enhances neuronal activation and cardiovascular responses to acute stress in borderline hypertensive rats. *Behav. Brain Res.* 183 25–30. 10.1016/j.bbr.2007.05.020 17604851PMC1994156

[B57] SatoA.SuzukiH.MurakamiM.NakazatoY.IwaitaY.SarutaT. (1994). Glucocorticoid increases angiotensin II type 1 receptor and its gene expression. *Hypertension* 23 25–30. 10.1161/01.hyp.23.1.258282327

[B58] SchellingJ. R.DeLucaD. J.KonieczkowskiM.MarzecR.SedorJ. R.DubyakG. R. (1994). Glucocorticoid uncoupling of antiogensin II-dependent phospholipase C activation in rat vascular smooth muscle cells. *Kidney Int.* 46 675–682. 10.1038/ki.1994.320 7996788

[B59] SeelyJ. C. (2017). A brief review of kidney development, maturation, developmental abnormalities, and drug toxicity: juvenile animal relevancy. *J. Toxicol. Pathol.* 30 125–133. 10.1293/tox.2017-0006 28458450PMC5406591

[B60] Sequeira LopezM. L.GomezR. A. (2004). The role of angiotensin II in kidney embryogenesis and kidney abnormalities. *Curr. Opin. Nephrol. Hypertens.* 13 117–122. 10.1097/00041552-200401000-00016 15090868

[B61] Sequeira LopezM. L.GomezR. A. (2011). Development of the renal arterioles. *J. Am. Soc. Nephrol.* 22 2156–2165. 10.1681/asn.2011080818 22052047PMC3250202

[B62] ShelatS. G.Flanagan-CatoL. M.FluhartyS. J. (1999a). Glucocorticoid and mineralocorticoid regulation of angiotensin II type 1 receptor binding and inositol triphosphate formation in WB cells. *J. Endocrinol.* 162 381–391. 10.1677/joe.0.1620381 10467229

[B63] ShelatS. G.KingJ. L.Flanagan-CatoL. M.FluhartyS. J. (1999b). Mineralocorticoids and glucocorticoids cooperatively increase salt intake and angiotensin II receptor binding in rat brain. *Neuroendocrinology* 69 339–351. 10.1159/000054436 10343175

[B64] SinghR. R.LankadevaY. R.DentonK. M.MoritzK. M. (2013). Improvement in renal hemodynamics following combined angiotensin II infusion and AT1R blockade in aged female sheep following fetal unilateral nephrectomy. *PLoS One* 8:e68036 10.1371/journal.pone.068036PMC369808023840884

[B65] SouzaL. V.OliveiraV.De MeneckF.Grotti ClementeA. P.StrufaldiM. W.FrancoM. D. (2017). Birth weight and its relationship with the cardiac autonomic balance in healthy children. *PLoS One* 12:e0167328. 10.1371/journal.pone.0167328 28095501PMC5240907

[B66] StangenbergS.ChenH.WongM. G.PollockC. A.SaadS. (2015). Fetal programming of chronic kidney disease: the role of maternal smoking, mitochondrial dysfunction, and epigenetic modfification. *Am. J. Physiol. Renal Physiol.* 308 F1189–F1196.2565637110.1152/ajprenal.00638.2014

[B67] SteenK. A.XuH.BernlohrD. A. (2017). FABP4/aP2 regulates macrophage redox signaling and inflammasome activation via control of UCP2. *Mol. Cell. Biol.* 37:e0282-16.10.1128/MCB.00282-16PMC521485327795298

[B68] SuS.WangX.PollockJ. S.TreiberF. A.XuX.SniederH. (2015). Adverse childhood experiences and blood pressure trajectories from childhood to young adulthood: the georgia stress and Heart study. *Circulation* 131 1674–1681. 10.1161/circulationaha.114.013104 25858196PMC4430378

[B69] TouyzR. M.MontezanoA. C. (2018). Angiotensin-(1-7) and vascular function: the clinical context. *Hypertension* 71 68–69. 10.1161/hypertensionaha.117.10406 29203630

[B70] TrombiniM.HulshofH. J.GraianiG.CarnevaliL.MeerloP.QuainiF. (2012). Early maternal separation has mild effects on cardiac autonomic balance and heart structure in adult male rats. *Stress* 15 457–470. 10.3109/10253890.2011.639414 22085295

[B71] TullosN. A.StewartN. J.DavidovichR.ChadeA. R. (2015). Chronic blockade of endothelin A and B receptors using macitentan in experimental renovascular disease. *Nephrol. Dial. Transplant.* 30 584–593. 10.1093/ndt/gfu361 25438341PMC4370292

[B72] UllianM. E.WalshL. G. (1995). Corticosterone metabolism and effects on angiotensin II receptors in vascular smooth muscle. *Circ. Res.* 77 702–709. 10.1161/01.res.77.4.7027554116

[B73] UraokaM.IkedaK.NakagawaY.KoideM.AkakabeY.Nakano-KurimotoR. (2009). Prorenin induces ERK activation in endothelial cells to enhance neovascularization independently of the renin-angiotensin system. *Biochem. Biophys. Res. Commun.* 390 1202–1207. 10.1016/j.bbrc.2009.10.121 19879243

[B74] US Renal Data System, (2010). *United States Renal Data System 2010 Annual Data Report: Volume 2: Atlas of End-Stage Renal Disease in the United States.* Washington, DC: US Renal Data System.

[B75] van EschJ. H.OosterveerC. R.BatenburgW. W.van VeghelR.Jan DanserA. H. (2008). Effects of angiotensin II and its metabolites in the rat coronary vascular bed: is angiotensin III the preferred ligand of the angiotensin AT2 receptor? *Eur. J. Pharmacol.* 588 286–293. 10.1016/j.ejphar.2008.04.042 18511032

[B76] Vieira-RochaM. S.Rodriguez-RodriguezP.SousaJ. B.GonzalezM. C.ArribasS. M.Lopez de PabloA. L. (2019). Vascular angiotensin AT1 receptor neuromodulation in fetal programming of hypertension. *Vascul. Pharmacol.* 117 27–34. 10.1016/j.vph.2018.10.003 30326265

[B77] WaltonS. L.MazzucaM. Q.TareM.ParkingtonH. C.WlodekM. E.MoritzK. M. (2018). Angiotensin receptor blockade in juvenile male rat offspring: Implications for long-term cardio-renal health. *Pharmacol. Res.* 134 320–331. 10.1016/j.phrs.2018.06.001 29870806

[B78] XueB.YinH.GuoF.BeltzT. G.ThunhorstR. L.JohnsonA. K. (2017). Maternal gestational hypertension-induced sensitization of angiotensin II hypertension is reversed by renal denervation or angiotensin-converting enzyme inhibition in rat offspring. *Hypertension* 69 669–677. 10.1161/hypertensionaha.116.08597 28223469PMC5344733

[B79] YanesL. L.Sartori-ValinottiJ. C.ReckelhoffJ. F. (2008). Sex steroids and renal disease: lessons from animal studies. *Hypertension* 51 976–981. 10.1161/hypertensionaha.107.105767 18259026

[B80] YokotaH.TakamiyaA.NagaokaT.HikichiT.IshidaY.SuzukiF. (2008). Role of prorenin in the pathogenesis of retinal neovascularization. *Hokkaido Igaku Zasshi* 83 159–165.18546869

[B81] Zandi-NejadK.LuyckxV. A.BrennerB. M. (2006). Adult hypertension and kidney disease: the role of fetal programming. *Hypertension* 47 502–508. 10.1161/01.hyp.0000198544.09909.1a16415374

[B82] ZhuT.MillerA. G.DeliyantiD.BerkaD. R.AgrotisA.CampbellD. J. (2015). Prorenin stimulates a pro-angiogenic and pro-inflammatory response in retinal endothelial cells and an M1 phenotype in retinal microglia. *Clin. Exp. Pharmacol. Physiol.* 42 537–548. 10.1111/1440-1681.12376 25707593

# Supplementary material for: Intrarenal Renin Angiotensin System Imbalance During Postnatal Life Is Associated With Increased Microvascular Density in the Mature Kidney
**Source:** Front Physiol. 2020 Sep 1;11:1046. doi: 10.3389/fphys.2020.01046
**Supplement:** Supplementary file 2

**Intrarenal Renin Angiotensin System Imbalance During Postnatal life is Associated with Increased Microvascular Density in The Mature Kidney**

Carolina Dalmasso^1^, Alejandro R. Chade^2^, Mariela Mendez^3^, Jorge F. Giani^4^, Gregory J. Bix^5^, Kuey C. Chen^1^ and Analia S. Loria^1^

Lexington, KY 40503

**Short title: temporospatial effects of early life stress on renal development**

**Corresponding:**

Analia S. Loria, PhD.

Associate Professor

University of Kentucky, Department of Pharmacology and Nutritional Sciences

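On the arrays, the 7 genes of Table S1, which sets arrays beside RT-qPCR, were higher in MatSep than in control neonates, by a mean of 0.77 on the log2 scale. The RAS genes that the study measured by RT-qPCR in kidneys are not part of this list, apart from Agtr2. All 7 had a higher mean with MatSep; 6 rose when adjusted over the list alone, and none passed over all genes. Twist2, a transcription factor of mesenchymal cells (transcript 17861658), had a mean log2 intensity of 6.02 ± 0.76 in control and 7.18 ± 0.52 in MatSep neonates (SD, n = 5, SE of the difference 0.27, adjusted p = 0.000829 over the list alone and 0.155 over all genes). Fgl2, a prothrombinase of immune cells (transcript 17788829), had 6.15 ± 0.29 and 6.79 ± 0.62 (SD, n = 5 and adjusted p = 0.0132 over the list alone and 0.329 over all genes). Their differences were 0.51 and 1.11 in samples 14 to 17 and 1.59 and 0.32 in samples 19 to 24. The list had an adjusted p of 3.4e-09 in camera, of 0.00651 with an estimated correlation and of 0.0236 with the runs as a block as well (0.68 and 0.83 in the runs). In adults, Tef rose, over all genes and over the list alone, Ccl2 was lower over the list alone, and the other 5 did not pass; the list's mean was -0.00 (camera, adjusted p = 0.56), and its interaction with age was -0.77 (adjusted p = 0.0454 with an estimated correlation and 0.0898 with the runs as a block as well). Table S1 gives array values of the same samples. These arrays thus give no independent evidence of the direction of its genes or of their difference between the ages.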

**Table S1.** Comparison of results from microarray and RT-qPCR. P-value <0.05 is considered statistically significant. Fold change was calculated from control samples. Red= genes >1.2 upregulation, p<.0.05 vs. C; Blue= genes >1.2 downregulation, p<0.05 vs. C; Black= no significant changes vs. C. n= 5 per group.

|  |  | **Results from microarray** | | | | **Results from RT-qPCR** | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | **Neonate**  **MatSep vs. C** | | **Adult**  **MatSep vs. C** | | **Neonate**  **MatSep vs. C** | | **Adult**  **MatSep vs. C** | |
| **Gene symbol** | **Table** | **Fold** | **p-value** | **Fold** | **p-value** | **Fold** | **p-value** | **Fold** | **p-value** |
| ***Mfap5*** | ***4*** | *2.64* | ***0.000*** | *-1.14* | *0.484* | *1.70* | ***0.041*** | *1.35* | *0.096* |
| ***Twist2*** | ***1*** | *1.88* | ***0.001*** | *-1.03* | *0.870* | *3.21* | ***0.000*** | *-0.76* | *0.420* |
| ***Fgl2*** | ***2*** | *1.96* | ***0.000*** | *1.03* | *0.820* | *2.77* | ***0.021*** | *1.25* | *0.285* |
| ***Agtr2*** | ***1*** | *1.58* | ***0.000*** | *1.03* | *0.820* | *1.96* | ***0.047*** | *1.13* | *0.472* |
| ***Tef*** | ***3*** | *1.08* | *0.371* | *1.41* | ***0.000*** | *1.40* | *0.546* | *1.97* | ***0.035*** |
| ***Adam24*** | ***5*** | *1.28* | ***0.002*** | *1.20* | ***0.018*** | *1.49* | *0.053* | *1.33* | ***0.044*** |
| ***Ccl2*** | ***6*** | *1.20* | ***0.007*** | *-1.51* | ***0.000*** | *1.55* | ***0.040*** | *-1.21* | *0.068* |

**Table S2.** Downstream effects of MatSep on gene expression. Fold change was calculated from control samples. Red=genes >1.2 upregulation, p<.0.05 vs. C; Blue= genes >1.2 downregulation, p<0.05 vs. C; Black= no significant changes vs. C. N=5 per group.

**Table S3.** Expression of tubular markers in the isolated renal vasculature preparation determined by Affymetric microarray.

**Table S4.** Reports showing RAS status, vascular and renal phenotype in male MatSep, in response to first and second hits across the lifespan.

**
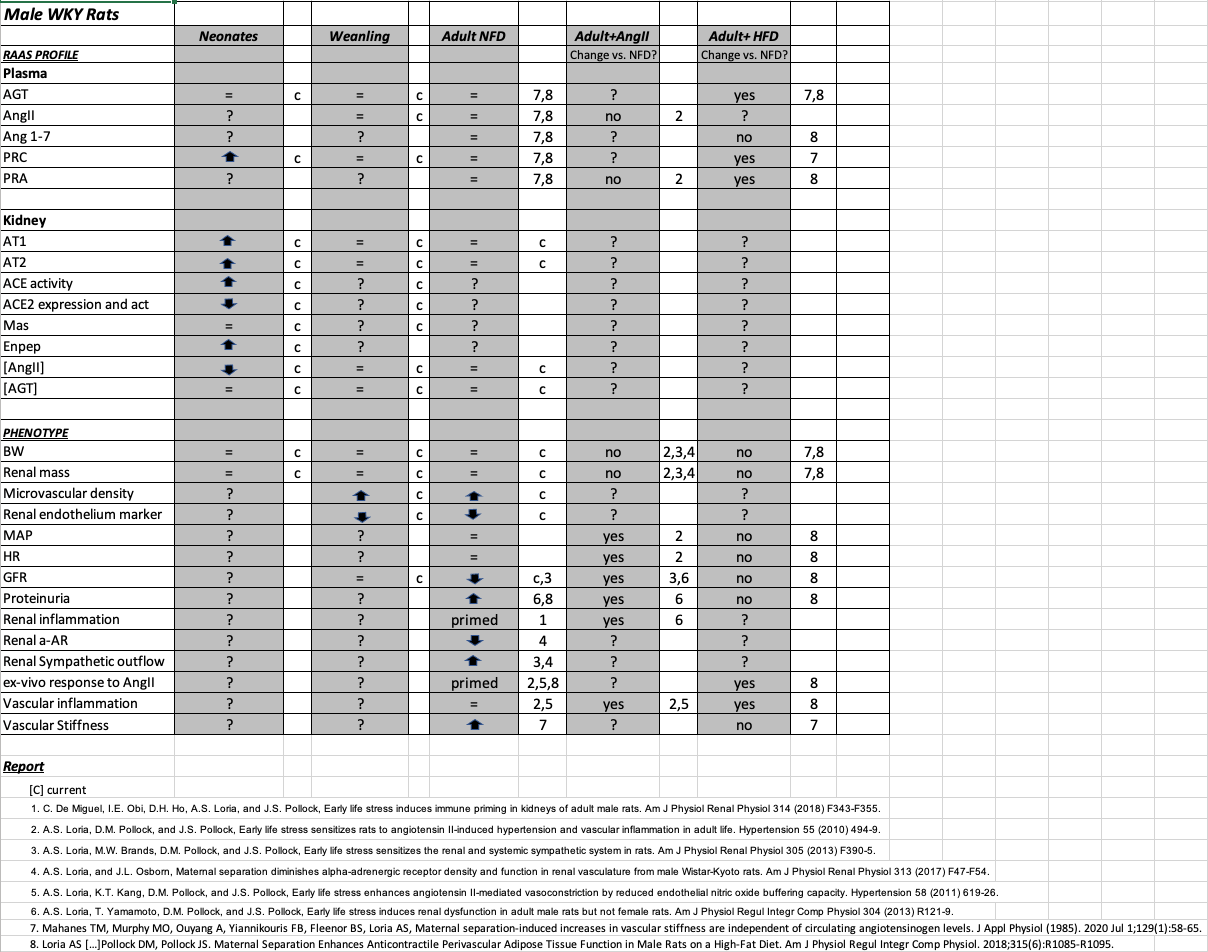
**

**Figure S1.** Expression of PECAM-1 and tubular markers in the isolated renal vasculature preparation determined by RT-qPCR.

How the deposited data were processed for this re-analysis (not part of the article)

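Gene expression was measured on RaGene2.0_st arrays in isolated renal vasculature of 20 male Wistar Kyoto rats, 5 control and 5 MatSep rats at P10 and 5 control and 5 MatSep rats at P180, with 1 array per rat. Groups were taken from the sample labels. The labels do not give the litter of each rat, so litter entered none of the tests. Preparation and age go together, since the vessels of neonates and adults were isolated on different sieves.

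The authors deposited signal intensities per transcript on a linear scale, normalized between the arrays, with RMA named in the sample labels and quantile normalized gene level values in the deposited workbook's description. The versions of RMA and Partek Genomics Suite are not given in the methods. The authors' deposited tables of comparisons hold, per transcript, the p-value of each pair-wise comparison, which the authors computed after fitting the gene specific analysis model in Partek Genomics Suite and did not adjust. The score in those tables is the authors' deposited signed linear fold change, in which a fall is minus the inverse ratio. The p-values of 1 of these tables and 1 p-value column of another, which repeats its heading, were not used here, and neither was the summary of angiogenic genes. A second deposited copy of the intensities, rounded to 2 decimals, served as an alternative.

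The log2 of the intensities was analysed with R 4.3.3 and limma 3.58.1, and figures were drawn with matplotlib 3.10.9. Of 36685 transcripts, 18511 have 1 gene symbol in the platform annotation and were tested, 575 have several and 17599 have none listed. The symbols of 18394 transcripts were looked up by Entrez ID in the reference table, and 0 changed. The tested transcripts belong to 18166 genes, of which 291 have more than 1 transcript. No transcript was removed for low intensity in the main analysis. limma fitted 1 mean per group to the 20 arrays, with 16 residual degrees of freedom and an empirical Bayes variance, and p-values were adjusted by the Benjamini-Hochberg method over the transcripts of a contrast, at a threshold of 0.05.

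The contrasts were control P180 against control P10, MatSep against control at each age and over both ages, and the difference between the ages in the effect of MatSep. Gene lists of at least 3 measured genes were tested with camera, with a preset inter-gene correlation of 0.01 and again with a correlation estimated from the data, and adjusted over the lists of a contrast. Members of a list were also adjusted over the list alone. Lists with genes listed as falling were signed by the listed direction. The mean of a list or gene was compared between groups by an exact 2-sided permutation test over the 252 arrangements of 5 against 5, whose smallest p is 0.00794.

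The lists were the genes of Tables 1 to 3, S1 and S2, RAS genes outside Table 1, sprouting angiogenesis, the clock genes in and outside Table S2, and markers of endothelium, lymphatic endothelium, smooth muscle, pericytes, fibroblasts, adipocytes, podocytes, tubular segments, macrophages, T cells, B cells, mast cells, neutrophils, erythroid cells, adrenal cortex, skeletal muscle, nerve and mesothelium. Further lists were nephron progenitor genes, collagens and elastic fibre genes, and genes of the cell cycle, interferon response, complement, antigen presentation, cytokines, immediate early response, oxidative phosphorylation, fatty acid oxidation, glucocorticoid response and imprinted growth. List genes without a transcript of their own symbol were not analysed here.

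The genes named in the text follow a rule set before the data were examined, as were the lists, the tests and the alternatives. It names, per contrast, the 10 largest rises and the 10 largest falls among transcripts that passed, or fewer where fewer passed, and the 5 with the smallest p in a direction where fewer than 5 passed. For the difference between the ages it names 5 in each direction. It adds the genes that the paper names, whose values in the paper had been seen, and up to 4 members per list with the smallest p. A gene with several transcripts is named by the one with the highest mean.

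The alternatives were the mean of all transcripts of a gene, adjusted p thresholds of 0.3 and 0.4, the paper's threshold of 0.03 for the unadjusted p with an adjusted p under 0.05, an unadjusted p of 0.05 alone or with a change of over 1.2-fold, a fit to the compared groups alone, leaving out each array in turn, median centring, a further quantile normalization, an intensity trend with a robust prior, array weights, an F test over both pair-wise contrasts, either pair-wise contrast, the same linear model without moderation, a block for the runs of sample numbers, a block for replicate numbers, removal of transcripts with a mean log2 under 5, all transcripts of the table, and the second copy of the intensities. The runs as a random block, the runs as a block together with an estimated correlation, and either pair-wise contrast with array weights or at an adjusted p under 0.3 were added after the data were examined.

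The pipeline was tested on simulated data. Among 18511 transcripts, 200 were shifted at a time, and a log2 change of 0.5 was recovered in 71% of them for MatSep at P10, 79.5% for MatSep at P180 and 72% for age. A change of 1 was recovered in 98%, 99.5% and 97.5%. False calls numbered 7 to 15 in a simulation. Of 20 lists of 30 genes shifted by 0.3, camera with the preset correlation found 20, and it called 3 of 200 lists without a shift. The simulated genes varied independently of each other and without differences between runs. These counts therefore do not show how often camera with the preset correlation calls a list whose genes vary together.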

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

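Only the runs as a block together with an estimated correlation were chosen after the result was seen.

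In 5 groups of 5 samples, 1 sample lay far from the others, of 44 groups examined, where chance alone gives about 1 in 20 groups, or 2.2. The mean log2 intensity of the inflammatory Up genes of Table 3 was 7.81 in P180 control replicate 4, with the other controls at 7.96 to 7.97, and 7.15 in P10 MatSep replicate 1, with the others at 7.46 to 7.53. Adipocyte markers were at 7.88 in P180 MatSep replicate 3, with the others at 7.34 to 7.42. The mean correlation with the other arrays of the group was 0.994 for P10 MatSep replicate 4, above the others at 0.9908 to 0.9912. It was 0.988 for P180 MatSep replicate 3, below the others at 0.9912 to 0.9923.

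The effect of MatSep differed between the ages, by the test of the difference with an estimated correlation, in 7 lists. The effect at P180 minus that at P10 was -0.53 for the angiogenic Up genes, 0.501 for the downstream genes of Table S2, -0.56 for the inflammatory Up genes of Table 3, -0.77 for the genes of Table S1, -0.47 for lymphatic endothelial markers, 0.54 for clock genes outside Table S2 and -0.61 for complement genes. With the runs as a block as well, only the downstream genes passed (adjusted p = 0.0196), and the others had an adjusted p of 0.0856, 0.0708, 0.0898, 0.0856, 0.0708 and 0.0856 in the order given. The paper reports 4 of these lists from the same samples. It describes the downstream genes as similar between groups in neonates and changed in adults. The difference between the ages in these downstream genes is thus not independent evidence. The paper's tables give the angiogenic Up, inflammatory Up and Table S1 genes with array values of these samples at both ages. Their differences between the ages are thus not independent evidence either. In 2 lists that the paper does not give, complement genes were higher in MatSep neonates by 0.42, and clock genes outside Table S2 were shifted in adult MatSep rats by 0.49. The paper's enriched terms do include innate immune response in neonates and circadian rhythm in adults.

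Adipocyte, collagen, macrophage and complement genes had higher means in MatSep vessels at P10 (adjusted p = 0.107, 0.129, 0.0692 and 0.0414 with an estimated correlation), while T cell (-0.05), B cell (-0.01) and antigen presentation genes (-0.03) did not. Of the explanations, unequal amounts of fat and adventitia in the samples remain open, after removal of the renal capsule: 63 genes of the angiogenic and inflammatory tables that are in no marker, collagen or complement list had a mean of 0.324 (SE 0.0750), and 0.0704 (SE 0.0375) with adipocyte and fibroblast levels as terms. These levels are part of the pattern and differ with MatSep, so the fall does not part unequal amounts from an effect of MatSep on these cells. A difference in level between the runs of sample numbers cannot by itself produce the pattern, since each run holds as many MatSep as control samples. The mean of the adipocyte markers was 1.17 with and without the runs as a block. Whether the rise lies in 1 run only stays open, with a mean of 0.65 (SE 1.14) in samples 14 to 17 and 1.51 (SE 0.58) in samples 19 to 24. A single P10 sample also stays open, with a smallest mean of 0.91 (SE 0.54) without P10 control replicate 4, against 1.17 (SE 0.51) with all. An effect of MatSep on the cells of the vessel wall or around it is the biological explanation and was not tested apart from these.

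Clock genes were shifted in adult MatSep vessels, 15 of 16 to their listed side, with a signed mean of 0.61 (SE 0.16). A single adult sample is excluded as the cause, since the smallest mean was 0.52 (SE 0.17), without P180 control replicate 1. Each run of adult samples holds as many MatSep as control samples. Another time of day at collection for a whole run thus cannot by itself produce the shift. Whether the shift lies in 1 run only stays open, with a mean of 0.79 (SE 0.11) in samples 1 to 6 and 0.33 (SE 0.31) in samples 8 to 11. Another time of day for the MatSep than for the control rats of a run also stays open and was not tested. A different clock phase in MatSep rats is the biological explanation, and these samples do not part it from the time of collection.

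The P10 samples parted by runs of sample numbers. Another mix of kidney cell types in the 2 runs stays open, since the largest difference of a cell type list between them was 0.82, in smooth muscle markers (adjusted p = 2.9e-05, and 0.567 with an estimated correlation). No biological explanation was tested, as the design gives none.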

How the results depend on the processing

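Only the runs as a random block, with a correlation within runs of 0.200, the alternatives that change 2 choices and the splits alike in the runs were chosen after the result was seen. With the random block, 3304 early-life and 3595 adult-life genes passed. Without any 1 array, 3565 to 3874 early-life and 4087 to 4649 adult-life genes passed. Over all transcripts of the table, which tests more transcripts, they were 6572 and 7357. The angiogenic Up, inflammatory Up and downstream lists and the clock genes outside Table S2 kept their calls in each of 33 alternatives that change 1 choice, with means over them of 0.338 to 0.452, 0.341 to 0.461, 0.389 to 0.514 and 0.427 to 0.616. The angiogenic, inflammatory and downstream lists come from the paper's tables of these same samples. Calls kept in refits of the same arrays are thus no independent support for them. With the runs as a block and an estimated correlation together, the angiogenic and inflammatory lists did not pass (adjusted p = 0.0819 each). No result that passed, in the main analysis or an alternative, changed direction. For the causes of the changes below, the cause was not tested.

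Genes higher with MatSep at P10 numbered 1 without moderation, 0 in a fit of only the groups compared, 0 over all transcripts, 7 with median centring, 303 with array weights, 194 at an adjusted p under 0.3 and 546 at p under 0.05 with a change of over 1.2-fold, and 0 to 112 without 1 array. Genes lower at P10 numbered 182 with array weights, 104 at an adjusted p under 0.3, 393 at p under 0.05 with over 1.2-fold, and 0 to 41 without 1 array. Genes higher at P180 numbered 0 without moderation, 5 with an intensity trend and robust prior, 0 with only the groups compared, 7 with the array set block, 1 over all transcripts, 8 with array weights, 23 at an adjusted p under 0.3, 208 at p under 0.05 with over 1.2-fold, and 0 to 19 without 1 array. Genes lower at P180 numbered 0, 0, 9 and 9 without moderation, with only the groups compared, the array set block and array weights, 35 at an adjusted p under 0.3, 312 at p under 0.05 with over 1.2-fold, and 0 to 19 without 1 array.

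Over both ages, 7 genes passed with array weights, 9 in either pairwise contrast (502 in either with array weights, 354 in either at an adjusted p under 0.3) and 1101 at an unadjusted p under 0.05, and 0 to 14 without 1 array. For the interaction they were 24 with the array set block, 128 with array weights and 603 at an adjusted p under 0.4, and 0 to 52 without 1 array. The RAS list passed with the array set block (0.0804, adjusted p = 0.0481, and 0.200 with an estimated correlation as well) and had means of 0.0608 to 0.0889 without 1 array. Sprouting genes lost their call with array weights (0.0667) and an estimated correlation (0.0975), and had 0.0349 to 0.160 without 1 array. An estimated correlation, which leaves the mean as it is, also ended the calls of macrophage markers (0.292), adipocyte markers (1.17) and tubular markers at P10 (-0.109) and at P180 (0.119). Tubular markers had -0.182 to -0.0407 at P10 and 0.0672 to 0.181 at P180 without 1 array, and endothelial markers, whose mean changed sign in fits that did not pass, -0.00240 to 0.174 and -0.0614 to 0.103. For genes named in the text, 523 results gave 15994 refits. Of those that passed in the main analysis, the 161 for age lost the call in 89 of 4826 refits, the 3 for MatSep at P10 in 36 of 93 and the 6 at P180 in 112 of 185. Those that did not pass gained one in 210 refits.

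Replicate numbers are not stated to pair the samples. With the replicate block, 11 genes were higher and 2 lower with MatSep at P10 and 20 had an interaction. At P10, 4 of 5 controls correlated best with the MatSep sample of their own number, and 2 of 5 at P180.

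Of 100 splits of the same samples, 1 (the real one) gave as many early-life and adult-life genes as the 3820 and 4572 found, with 823 the highest of the others, so chance is excluded for them. Chance is not excluded for the genes called with MatSep at P10 or P180: a count as large came in 10 of 100 splits for the 3 genes higher at P10 (highest other 1288) and in 11 each for the 3 higher and 3 lower at P180 (highest other 133). Every split gives at least 0 genes, so the 100 of 100 splits for the 0 lower at P10, the 0 over both ages (highest other 387) and the 0 interactions (highest other 733) decide nothing. Such large counts point to a structure of the samples, and the P10 split with 1288 has 4 samples of one run on a side. Of the 60 splits with as many samples of each run on a side, 3 gave a count as large at P10 (highest other 200) and 4 each for higher and lower at P180 (highest other 9). With the runs as a block, it was 5 for the 2 higher at P10 (highest other 364) and 4 each for the 7 higher and 9 lower at P180 (highest other 302), so chance is not excluded there either.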

Differences from the paper's values

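Only either pairwise contrast with array weights or at an adjusted p under 0.3 was chosen after the result was seen.

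The paper gives 489 genes altered by MatSep, and 0 passed here over both ages at an adjusted p under 0.05 (1101 at an unadjusted p under 0.05). The methods name pair-wise comparisons for MatSep in neonates and adults, so the count over both ages is of another comparison, and in either pairwise contrast 9 passed here. With 1 choice changed, no alternative comes within 1.5 times the paper's count (7 passed with array weights). With 2 choices changed, either pairwise contrast does not differ with array weights (502) or at an adjusted p under 0.3 (354). Of the 486 different transcripts of the authors' deposited tables, 161 are among the 502 and 325 are not, and 156 are among the 354 and 330 are not. For the interaction at an adjusted p under 0.4, the paper gives 368 genes and 603 passed here. It does not differ under the fit without moderation (323), without P10 MatSep replicate 4 (392) or without P180 control replicate 3 (379), and differs under the others.

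For Table 1 at P10, folds are MatSep over control, with a fall as minus the inverse ratio. In this and the following tables, a value is called different where its direction is not the paper's, however small the fold. It is also called different where the log2 folds lie further apart than the larger SD of the control and MatSep samples. Hsd11b1 has the paper's -1.02 and 1.00 here, with no difference under array weights, without P10 control replicate 3, without P10 control replicate 4, without P10 MatSep replicate 1, without P10 MatSep replicate 2, without P10 MatSep replicate 3 and without P10 MatSep replicate 5 and a difference under the others. Cyp11b2 has the paper's -1.01 and 1.06 here, with a difference under every alternative. Cyp17a1 has the paper's 1.13 and -1.05 here, with a difference under every alternative. Ctsd has the paper's -1.01 and 1.00 here, with no difference under quantile normalization again, without P10 control replicate 3, without P10 control replicate 4, without P10 MatSep replicate 1, without P10 MatSep replicate 2 and without P10 MatSep replicate 4 and a difference under the others. Ctsa has the paper's -1.02 and 1.00 here, with no difference under quantile normalization again, array weights, without P10 control replicate 3, without P10 control replicate 4, without P10 MatSep replicate 1 and without P10 MatSep replicate 2 and a difference under the others.

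For Table 2 at P10, folds are MatSep over control, with a fall as minus the inverse ratio. Chi3l1 has the paper's 1.236 and 1.06 here, with a difference under every alternative. Flt1 has the paper's 1.041 and -1.01 here, with no difference under median centring, without P10 control replicate 3, without P10 control replicate 4, without P10 MatSep replicate 1 and without P10 MatSep replicate 2 and a difference under the others. Mir185 is 1.231-fold lower in the paper and 1.11-fold lower here, with a difference under every alternative.

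For Table 3 at P10, folds are MatSep over control, with a fall as minus the inverse ratio. Chi3l1 has the paper's 1.236 and 1.06 here, with a difference under every alternative. Il7r has the paper's 1.189 and 1.04 here, with no difference under median centring, quantile normalization again, without P10 control replicate 3 and without P10 MatSep replicate 1 and a difference under the others. Sele has the paper's 1.173 and -1.03 here, with no difference under without P10 MatSep replicate 1 and a difference under the others. Birc2 has the paper's 1.150 and 1.10 here, with no difference under median centring and a difference under the others. Ccr1 has the paper's 1.578 and 1.38 here, with a difference under every alternative. C2cd4b has the paper's 1.071 and -1.03 here, with no difference under median centring and a difference under the others. Cd80 has the paper's 1.054 and -1.01 here, with no difference under median centring, quantile normalization again and without P10 MatSep replicate 2 and a difference under the others. Il10 has the paper's -1.044 and 1.02 here, with a difference under every alternative.

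For Table S1 at P10, folds are MatSep over control, with a fall as minus the inverse ratio. Adam24 has the paper's 1.28 and 1.13 here, with a difference under every alternative.

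For Table S2 at P10, folds are MatSep over control, with a fall as minus the inverse ratio. Dbp has the paper's -1.019 and 1.05 here, with a difference under every alternative. Cyp1a1 has the paper's -1.03 and 1.11 here, with a difference under every alternative. Sytl5 has the paper's -1.12 and -1.268 here, with no difference under quantile normalization again and a difference under the others. Tmem163 has the paper's -1.007 and 1.01 here, with no difference under without P10 control replicate 2, without P10 control replicate 3, without P10 MatSep replicate 3 and without P10 MatSep replicate 5 and a difference under the others. Gmppb has the paper's 1.06 and -1.05 here, with a difference under every alternative. Cd79b has the paper's -1.002 and 1.06 here, with a difference under every alternative. Chst15 has the paper's 1.01 and -1.04 here, with no difference under without P10 control replicate 2 and a difference under the others. Csn1s1 has the paper's -1.032 and -1.35 here, with a difference under every alternative.

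Cd80 has the paper's 1.054 and -1.01 here, with no difference under median centring, quantile normalization again and without P10 MatSep replicate 2 and a difference under the others. RT1-N3 has the paper's -1.021 and 1.01 here, with no difference under array weights, without P10 control replicate 2, without P10 control replicate 3, without P10 control replicate 5, without P10 MatSep replicate 2 and without P10 MatSep replicate 3 and a difference under the others.

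For Table 1 at P180, folds are MatSep over control, with a fall as minus the inverse ratio. Hsd11b1 has the paper's 1.008 and -1.00 here, with no difference under median centring, array weights, without P180 control replicate 2, without P180 control replicate 3, without P180 control replicate 5 and without P180 MatSep replicate 3 and a difference under the others. Atp6ap2 has the paper's 1.008 and -1.02 here, with no difference under array weights, without P180 control replicate 5 and without P180 MatSep replicate 3 and a difference under the others. Cyp11b2 has the paper's 1.07 and -1.02 here, with no difference under without P180 control replicate 5, without P180 MatSep replicate 1, without P180 MatSep replicate 2 and without P180 MatSep replicate 3 and a difference under the others. Cyp17a1 has the paper's 1.10 and -1.06 here, with no difference under without P180 control replicate 1 and a difference under the others. Prep has the paper's 1.01 and -1.04 here, with a difference under every alternative.

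For Table 2 at P180, folds are MatSep over control, with a fall as minus the inverse ratio. Fgf10 has the paper's 1.170 and 1.09 here, with no difference under without P180 control replicate 2, without P180 MatSep replicate 1 and without P180 MatSep replicate 4 and a difference under the others. Gata6 has the paper's -1.110 and 1.02 here, with no difference under without P180 control replicate 5 and without P180 MatSep replicate 1 and a difference under the others. Col5a1 has the paper's -1.010 and -1.31 here, with no difference under without P180 control replicate 1, without P180 MatSep replicate 5 and mean of all transcripts of a gene and a difference under the others. Pdgfa has the paper's -1.006 and 1.01 here, with no difference under array weights, without P180 control replicate 4, without P180 control replicate 5 and without P180 MatSep replicate 3 and a difference under the others. Amot has the paper's 1.027 and -1.01 here, with no difference under quantile normalization again, without P180 control replicate 2, without P180 control replicate 3, without P180 MatSep replicate 2 and without P180 MatSep replicate 5 and a difference under the others.

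For Table 3 at P180, folds are MatSep over control, with a fall as minus the inverse ratio. Il7 has the paper's -1.017 and 1.00 here, with no difference under array weights, without P180 control replicate 1, without P180 control replicate 4, without P180 control replicate 5, without P180 MatSep replicate 2 and without P180 MatSep replicate 5 and a difference under the others. Sele has the paper's -1.034 and 1.01 here, with no difference under array weights, without P180 control replicate 2, without P180 control replicate 3, without P180 MatSep replicate 3 and without P180 MatSep replicate 5 and a difference under the others. Il1r1 has the paper's -1.196 and -1.32 here, with no difference under quantile normalization again and without P180 MatSep replicate 2 and a difference under the others. Ccr1 has the paper's -1.262 and -1.11 here, with no difference under without P180 control replicate 4 and a difference under the others. Mapk13 has the paper's -1.021 and 1.10 here, with a difference under every alternative. Il10 has the paper's -1.120 and -1.01 here, with no difference under without P180 control replicate 3, without P180 MatSep replicate 1, without P180 MatSep replicate 2 and without P180 MatSep replicate 3 and a difference under the others.

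For Table S1 at P180, folds are MatSep over control, with a fall as minus the inverse ratio. Twist2 has the paper's -1.03 and 1.05 here, with a difference under every alternative. Agtr2 has the paper's 1.03 and -1.05 here, with a difference under every alternative, while the paper's Table 2 gives -1.082 for it, from which -1.05 does not differ.

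For Table S2 at P180, folds are MatSep over control, with a fall as minus the inverse ratio. Egfl8 has the paper's 1.20 and 1.10 here, with no difference under quantile normalization again, without P180 control replicate 3 and without P180 MatSep replicate 3 and a difference under the others. Klk14 has the paper's 1.22 and -1.01 here, with a difference under every alternative. Cd79b has the paper's -1.232 and -1.02 here, with a difference under every alternative.

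Over the 322 values of the tables, 288 have the paper's direction and 48 differ, with a correlation of the log2 folds of 0.950. Of the 322, 23 lie further from the paper's log2 fold than the larger group SD. The other values that differ do so in direction alone, within that SD. For the 490 entries of the authors' deposited tables, the authors' log2 folds also differ from those of the deposited intensities, by a median of 0.0758 at P10 and 0.0479 at P180, with another sign in 26 and 57 entries. Of the genes that the paper sets in bold at P10, 4 of 6 in Table 1, 24 of 28 in Table 2 and 30 of 40 in Table 3 have an unadjusted p under 0.05 here. Of the genes of Table S2 at P180, 14 of 17 listed as higher and 18 of 22 listed as lower have one.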

Other observations

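No test reported in this part was chosen only after its result was seen.

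Genes of growth and of hormone response shifted little with MatSep. At P10, the imprinted growth genes had a mean of 0.11 (camera, adjusted p = 0.157), and Grb10, an inhibitor of insulin signalling, and the growth factor Igf2 were higher when adjusted over the list alone, by 0.29 and 0.70. Glucocorticoid-responsive genes had a mean of 0.17 at P10 (adjusted p = 0.0139 and adjusted p = 0.428 with an estimated correlation) and 0.14 at P180 (adjusted p = 0.0409 and adjusted p = 0.566 with an estimated correlation). In adults, Ddit4, a stress-induced inhibitor of mTOR, had a difference of 0.50 and passed over that list alone.

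Markers of lymphatic endothelium had a mean of 0.25 at P10 and -0.22 at P180 (adjusted p = 0.0922 and 0.123 with an estimated correlation). Mmrn1, one of them, had a difference of -0.47 in adults and passed over the list alone. Fatty acid oxidation genes had means of 0.19 and 0.04, oxidative phosphorylation genes 0.08 and -0.01, and immediate early genes 0.05 and -0.15 (adjusted p = 0.5, 0.706 and 0.932 with an estimated correlation at P10).

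Other cell types had small differences at P10 and P180. Podocyte markers had means of 0.19 and 0.03, pericyte markers 0.16 and -0.03, neutrophil markers 0.10 and -0.04, mesothelial markers 0.08 and -0.02, erythroid markers 0.06 and 0.03, and skeletal muscle markers 0.04 and -0.09. Nerve markers had 0.04 and -0.06, nephron progenitor genes 0.04 and -0.03, mast cell markers 0.02 and 0.05, adrenal cortex markers -0.01 and 0.01, B cell markers -0.01 and 0.10, and T cell markers -0.05 and -0.03. Of these 12 lists, podocyte markers at P10 passed camera (adjusted p = 0.0133 and adjusted p = 0.459 with an estimated correlation).

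In the authors' deposited tables, 490 entries are listed, of 486 different transcripts. The correlation of the authors' log2 folds with those computed here was 0.922 for MatSep at P10, 0.896 for MatSep at P180 and 0.972 for age.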
